# Single-cell transcriptomics uncovers EGFR signaling-mediated gastric progenitor cell differentiation in stomach homeostasis

**DOI:** 10.1038/s41467-023-39113-0

**Published:** 2023-06-29

**Authors:** Hitomi Takada, Yohei Sasagawa, Mika Yoshimura, Kaori Tanaka, Yoshimi Iwayama, Tetsutaro Hayashi, Ayako Isomura-Matoba, Itoshi Nikaido, Akira Kurisaki

**Keywords:** Adult stem cells, Stem-cell differentiation, Stem-cell niche

## Abstract

Defects in gastric progenitor cell differentiation are associated with various gastric disorders, including atrophic gastritis, intestinal metaplasia, and gastric cancer. However, the mechanisms underlying the multilineage differentiation of gastric progenitor cells during healthy homeostasis remain poorly understood. Here, using a single-cell RNA sequencing method, Quartz-Seq2, we analyzed the gene expression dynamics of progenitor cell differentiation toward pit cell, neck cell, and parietal cell lineages in healthy adult mouse corpus tissues. Enrichment analysis of pseudotime-dependent genes and a gastric organoid assay revealed that EGFR-ERK signaling promotes pit cell differentiation, whereas NF-κB signaling maintains gastric progenitor cells in an undifferentiated state. In addition, pharmacological inhibition of EGFR in vivo resulted in a decreased number of pit cells. Although activation of EGFR signaling in gastric progenitor cells has been suggested as one of the major inducers of gastric cancers, our findings unexpectedly identified that EGFR signaling exerts a differentiation-promoting function, not a mitogenic function, in normal gastric homeostasis.

## Abstract (web summary)

Gastric progenitor cells are essential for tissue homeostasis of the stomach. Here, using single-cell RNA sequencing and gastric organoid experiments, the authors demonstrate that EGFR signaling promotes gastric progenitor cell differentiation.

## Introduction

A major part of the glandular stomach in mice and humans is the gastric corpus, which secretes acid from parietal cells, proteases from chief cells, and mucus from pit and neck cells. These functional epithelial cells are considered to be continuously replenished by a population of stem/progenitor cells in gastric units^1^. Defects in gastric epithelial cell differentiation are therefore associated with various gastric disorders. For example, chronic infection with *Helicobacter pylori* induces pseudopyloric metaplasia, wherein the number of proliferating progenitor cells and premature cells expressing both neck and chief cell markers were increased, and the number of parietal cells was decreased^1,2^. Additionally, Ménétrier’s disease is characterized by hyperplasia of surface pit cells and a decrease in the number of chief and parietal cells^3,4^. The Zollinger–Ellison syndrome, which is caused by hypergastrinemia, results in hyperplasia of parietal cells and chief cells^5,6^. However, little is known about the mechanisms underlying these dysregulated cell fate decisions during disease progression.

Ultrastructural evidence suggests that in healthy corpus tissues, the highly proliferative isthmus progenitor cells in the upper-middle portion of gastric units differentiate into multiple epithelial cell lineages, including pit cells, neck cells, parietal cells, and endocrine cells^7–9^. Chief cells were previously believed to be differentiated from neck cells^10,11^. However, recent studies also suggested the self-renewal ability of chief cells as stem cells to maintain themselves^12–14^. Although tight coordination of self-renewal and differentiation of the progenitor cells is a key determinant for tissue integrity, these molecular mechanisms remain poorly understood.

Recent studies using mouse genetic models have suggested the involvement of several regulatory pathways associated with gastric epithelial cell differentiation. For example, the overexpression of NOGGIN in parietal cells reduced the number of parietal cells, expanded the proliferating cells, and increased the number of transitional cells expressing both neck and chief cell markers^15^. The parietal cell-specific deletion of SHH expanded surface pit cells, increased the number of proliferating cells, and delayed the differentiation of neck cells into chief cells^16,17^. Activation of NOTCH signaling in parietal cells and their progenitor cells maintained the progenitor cells in an undifferentiated state^18^. TGFα overexpressing transgenic mice exhibited hyperplasia of surface pit cells and depletion of parietal cells and chief cells^19,20^. Although overexpression or knockout of these signaling molecules induces some phenotypic changes directly in the intended cells, these defects, in turn, cause secondary alterations in neighboring cells via epithelial–epithelial and mesenchymal–epithelial interactions^21–23^. Therefore, specific signaling pathways directly regulating the differentiation of particular cell types during homeostasis remain to be clarified.

In this study, to identify the signaling pathways directly regulating epithelial cell differentiation in corpus units, we employed Quartz-Seq2^24^, which is the most precise single-cell RNA-seq method among 13 single-cell RNA sequencing protocols according to a recent benchmarking study^25^. By improving the poly-A tagging efficiency during the whole transcript amplification process, Quartz-Seq2 achieved a high gene detection rate with an effective conversion of initial reads to unique molecular identifier (UMI) counts. Pseudotemporal ordering of corpus epithelial cells and enrichment analysis of pseudotime-dependent genes identified that TGFα-EGFR-ERK signaling promotes pit cell differentiation and TNFSF12-NF-κB signaling maintains gastric epithelial cells in the undifferentiated state. These signaling pathways were further validated using an in vitro gastric organoid assay and in vivo mouse experimental models.

## Results

### Single-cell transcriptome analysis of gastric units in adult mice

To profile the gene expression of gastric tissue cells, corpus and antrum gastric units isolated from 10-week-old C57BL/6J wild-type mice were dissociated into single cells, sorted using a cell sorter (Fig. 1a, b and Supplementary Fig. 1a), and analyzed using Quartz-Seq2^24^ (dataset 1). 

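Quartz-Seq2 is a plate-based method in which a cell sorter places 1 cell in each well of a 384-well plate, the reverse transcription primer marks its transcripts with the barcode of the well and a unique molecular identifier (UMI), and each molecule is counted once. Dataset 1 came from the corpus, the acid-secreting body of the stomach, and from the antrum, its distal part. Cells were prepared as 2 pools of 3 mice, 10 weeks old, and each pool was sorted into 3 plates, 2304 wells in all. The corpus and antrum cells of a pool were sorted together, so the region of a cell is known only through its cluster. The authors' sorting removed dead cells by a dye, named propidium iodide in the paper's methods and TO-PRO-3 in the sample labels. They turned the reads into counts with Drop-seq tools, FASTX-Toolkit and STAR on the GRCm39 genome with the Gencode M27 gene models. The deposited values are whole UMI counts per gene name and well for every well of a plate, with no normalization and no filter on wells. The plates held between 3054370 and 5346035 UMIs, with a median of 3456718 and a total of 22923232, and 86.8% of these were in the cells the authors kept. The median kept cell had 38757 UMIs. Cluster names were taken from the authors' deposited cell annotation and from the text. Cluster 4-15 (53 cells), which the text leaves unnamed, was called isthmus-like because its mean of *Stmn1*, *Hmgb2* and *Tcf19* was 1.65 per 10000 UMIs, above the 0.213 of neck, 0.0516 of corpus mature pit and 0.0431 of parietal cells. Cluster 10 (21 cells) stayed below all of them at 0.0182 per 10000 UMIs and was not used as isthmus. UMIs were then summed over the cells of each cell type in each pool, because cells of one pool are not independent samples. The sums were scaled by edgeR's TMM factors, genes with few counts were left out by its filterByExpr function, and cell types were compared with edgeR's quasi-likelihood test across the 10229 genes left. In this fit the spread came from the differences between the pools of all 7 corpus and antrum epithelial types together. Levels are given as CPM, the normalized UMI counts scaled to one common library size. Coordinates are those of the GENCODE M39 annotation of GRCm39.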

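Of the 2304 wells of dataset 1, 492 had at least 2500 detected genes, and the authors' annotation holds 491 of them. The plates differed, with 15.1% to 30.2% of the wells reaching this number of genes. The wells reached it in 17.7% of cases in the first pool and 25.0% in the second. Lowering the minimum to 1250 genes would have kept 583 wells, and raising it to 4000 would have kept 400.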

After the removal of low-quality cells (Supplementary Fig. 2a, b; see “Methods”), the transcriptomes of 491 cells were processed for further analysis. 

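The authors' annotation of dataset 1 divides the cells into 15 clusters of 8 to 70 cells. Cluster 0 (57 cells) carried the parietal cell marker *Atp4b* (chromosome 8, 13436205 to 13446825) at 18219 ± 135 CPM (SD, n = 2 pools), against 24.4 ± 13.5 CPM in cluster 3. Cluster 3 (45 cells) carried the neck cell marker *Muc6* (chromosome 7, 141213373 to 141241641) at 2071 ± 394 CPM, against 0.962 ± 0.0178 CPM in cluster 0. *Mki67* (chromosome 7, 135291513 to 135318299), a marker of dividing cells, reached 266 ± 15.8 CPM in cluster 4-15 and no more than 32.2 ± 5.21 CPM in any other epithelial cluster tested, the antrum pre-pit cells. These between-cluster differences are much larger than the spread between the pools.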

We identified 15 distinct clusters using unsupervised clustering and annotated them based on the expression of known marker genes (Supplementary Fig. 3a, b). All clusters consisted of cells from both biological replicates (Supplementary Fig. 2b). In this dataset, pit cells were separated into four clusters, corpus mature pit cells (cluster 8), corpus pre-pit cells (cluster 2), antrum mature pit cells (cluster 1), and antrum pre-pit cells (cluster 6). 

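In dataset 1, each of the 15 clusters held cells of both pools. The smallest cluster had 3 cells from the first pool and 5 from the second, and the largest had 18 and 52. All but 3 clusters drew cells from each of the 6 plates, and those 3 drew cells from 5 plates. Corpus mature pit cells came to 13 cells in either pool, and parietal cells to 17 in the first and 40 in the second.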

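The pan pit cell gene *Gkn2* (chromosome 6, 87350339 to 87356479) and the mucin gene *Muc5ac* (chromosome 7, 141342709 to 141372968) were measured in the sums of the 4 pit clusters. Cluster 8, corpus mature pit (26 cells), had 59708 ± 1789 CPM of *Gkn2* and 8881 ± 201 CPM of *Muc5ac* (SD, n = 2 pools). Cluster 2, corpus pre-pit (46 cells), had 44804 ± 8812 and 6063 ± 1505 CPM of these genes in the same order. In cluster 1, antrum mature pit (49 cells), they were at 51327 ± 120.3 and 10427 ± 1544 CPM, and in cluster 6, antrum pre-pit (32 cells), at 27736 ± 4828 CPM of *Gkn2* and at 3702 and 3941 CPM of *Muc5ac* in the pools. Neck cells had 379 ± 63.8 CPM of *Gkn2* and parietal cells 225 ± 49.1 CPM. Isthmus-like cells lay between, with 12931 ± 1140 CPM of *Gkn2* and 2783 ± 348 CPM of *Muc5ac*.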

We identified a mature pit cell-specific marker, *Aqp3* (Supplementary Fig. 3b). 

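*Aqp3* (chromosome 4, 41092722 to 41098183) encodes a water and glycerol channel. In dataset 1 it was at 219.8 ± 32.8 CPM in corpus mature pit cells and 431 ± 8.69 CPM in antrum mature pit cells (SD, n = 2 pools). Pre-pit cells of the corpus had 14.5 ± 2.54 CPM and those of the antrum 26.9 ± 2.31 CPM. Isthmus-like cells had 5.14 ± 4.44 CPM, and 1 UMI was found in neck cells and none in parietal cells. The gap between mature and pre-pit cells is many times the spread between pools in both regions.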

Immunofluorescence staining confirmed that the mature pit cell marker AQP3 was restricted to the most luminal end of the pit cells where mature pit cells are located, whereas the pan pit cell marker GKN2 was broadly expressed in all pit cells located above MKI67^+^ isthmus progenitor cells (Fig. 1g, h). 

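Corpus pit cells (clusters 8 and 2) were compared with antrum pit cells (clusters 1 and 6) of dataset 1. *Sctr* (chromosome 1, 119934615 to 119991268), which encodes the secretin receptor, was at 141 ± 0.205 CPM in the corpus clusters and 31.5 ± 12.0 CPM in the antrum clusters (SD, n = 2 pools), a log2 fold change of 2.36 (standard error 0.20, Benjamini-Hochberg adjusted p = 4.01e-07, edgeR's quasi-likelihood test). For *Basp1* (chromosome 15, 25363350 to 25414981) the log2 fold change was 4.32 (standard error 0.43, Benjamini-Hochberg adjusted p = 1.62e-06, edgeR), and its UMIs in antrum pit cells all came from the first pool. In the other direction, *Krt7* (chromosome 15, 101308924 to 101328194) went from 14.3 ± 10.4 CPM in the corpus to 654 ± 74.6 CPM in the antrum, a log2 fold change of -5.35 (standard error 0.38, Benjamini-Hochberg adjusted p = 3.58e-08, edgeR). *Krt20* (chromosome 11, 99319227 to 99328985) was lower in the corpus by a log2 fold change of -4.76 (standard error 0.38, Benjamini-Hochberg adjusted p = 1.31e-07, edgeR), with 96.0 ± 55.3 CPM in corpus mature pit cells against 840.1 ± 191 CPM in antrum mature pit cells. *Aqp3* was also lower in the corpus, with a log2 fold change of -0.94 (standard error 0.22, Benjamini-Hochberg adjusted p = 0.00945, edgeR); with the plate in place of the pool as the unit its adjusted p was 0.0708. In all, 945 of 10229 genes had an adjusted p under 0.05, 384 higher in the corpus and 561 lower. DESeq2, the alternative that moved this number most, gave 498. By the largest change among genes with at least 10 UMIs in both pools of the higher group, *Nrn1* (chromosome 13, 36909335 to 36919156) was at least 20.0-fold and *Hrh2* (chromosome 13, 54345993 to 54390199) at least 7.69-fold higher in corpus pit cells, and *Fcgbp* (chromosome 7, 27770661 to 27820287) at least 539-fold and *Zg16* (chromosome 7, 126649302 to 126686500) at least 578-fold lower.

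**Figure D1:**
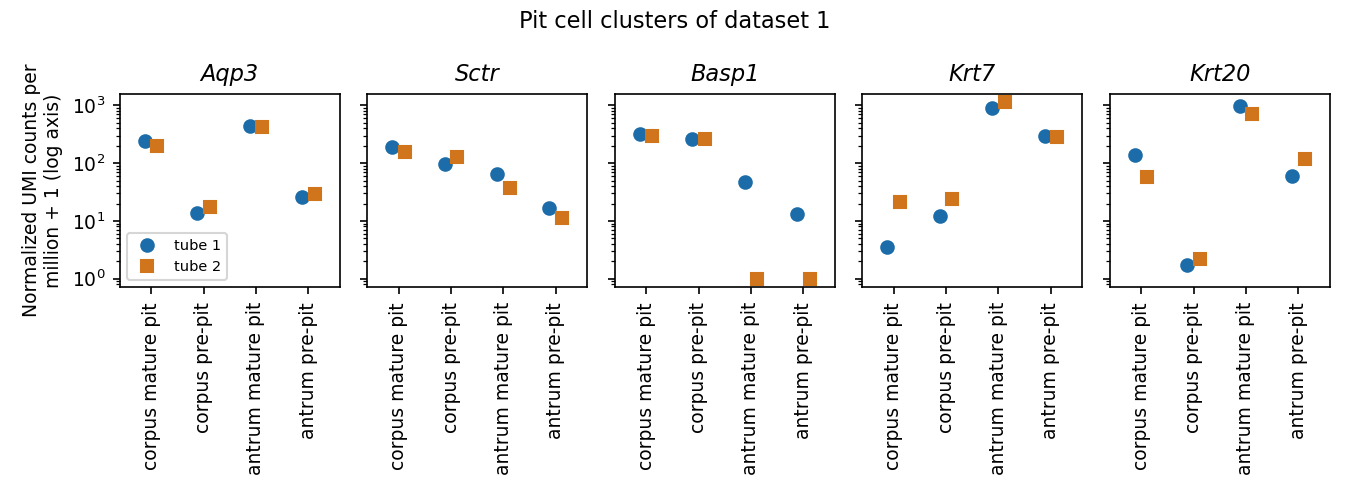
Normalized UMI counts in CPM plus 1, on a log axis, of 5 genes in the 4 pit clusters of dataset 1, with 1 point for each pool of mice. *Krt7* is near 1016 CPM in antrum mature pit cells and 11.3 in corpus mature pit cells, while *Basp1* and *Sctr* are higher in the corpus clusters.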

We also identified the corpus pit cell-specific markers *Sctr* and *Basp1* (Supplementary Fig. 3b, c) and the antrum pit cell-specific markers *Krt7* and *Krt20* (Supplementary Fig. 3b, d).

**Fig. 1:**
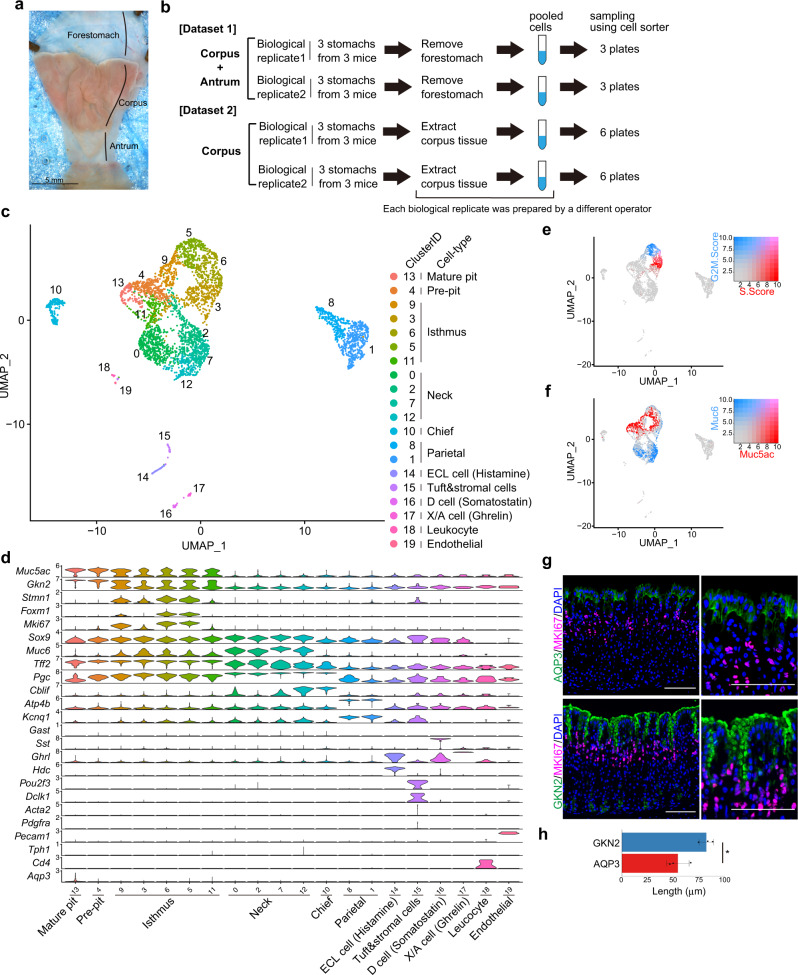
Single-cell analysis of adult mouse corpus gastric units. **a** Luminal surface of adult mouse stomach tissue. Scale bar, 5 mm. **b** Schematic of the experimental design. Cells prepared from the corpus and antrum were analyzed in dataset 1, and cells prepared from the corpus were analyzed in dataset 2. In each dataset, two biological replicates from three mice were prepared by two different operators. Each biological replicate was sorted into three or six plates in datasets 1 and 2, respectively. **c** UMAP visualization of the cells isolated from adult mouse corpus gastric units (dataset 2). Cells are colored according to the clustering results. **d** Violin plots showing the expression of known marker genes in each cluster. **e**, **f** UMAP of gastric cells colored by the score of cell cycle-state (S-phase and G2/M-phase) (**e**) and the expression levels for *Muc5ac* and *Muc6* (**f**). **g** Immunofluorescence staining of adult mouse corpus gastric units with a mature pit cell marker AQP3 (green), a pan pit cell marker GKN2 (green), an isthmus progenitor cell marker MKI67 (red), and DAPI (blue). Scale bar, 100 µm. **h** Bar graph showing the lengths of GKN2^+^ and AQP3^+^ regions along each gastric unit in (**g**). Each data point represents the mean value of at least 10 gastric units. Data are presented as mean values ± standard deviation (SD; *n* = 3 mice). Statistical information: significance was calculated by two-tailed Student’s *t*-tests. *p = 0.0230. Source data are provided as a Source Data file.

To further investigate the major corpus epithelial cells in detail, corpus gastric cells were isolated with an improved protocol (see “Methods”) and analyzed using Quartz-Seq2 (dataset 2; Fig. 1b, Supplementary Figs. 1b, c and  2c, d). 

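Dataset 2 held corpus cells only, again from 2 pools of 3 mice prepared by 2 operators, named K and T in the labels, and each pool was sorted into 6 plates, 4608 wells in all. The sorting also removed particles without Hoechst-stained DNA. The deposited values are UMI counts per gene name and well, made as for dataset 1, and the plate of each annotated cell was linked through the plate names. For all 4484 annotated cells of both datasets, the total UMIs and the detected genes in the linked plate were the same as in the authors' annotation. The plates held between 10540256 and 12850942 UMIs, with a median of 11869604 and a total of 141265547, of which 98.8% were in kept cells. A kept cell had 31020 UMIs at the median. UMIs were summed over the cells of each epithelial type in each pool, as mature pit, pre-pit, isthmus, neck, chief and parietal cells, and all 12 sums entered one fit of 13894 genes. A second fit took each of the 14 epithelial clusters in each pool, with 12922 genes. Plates of one pool are technical replicates, so n is 2 pools except where plates are named as the unit. Where a type is compared with the mean of the other types, the types are averaged on the log scale, so that the log2 fold change can differ from the ratio of the mean CPM.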

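In dataset 2, 3993 of 4608 wells had at least 2500 detected genes, and these are the cells of the authors' annotation. They fall into 20 clusters of 9 to 471 cells, each with cells of both pools. By the names in the text, 1285 cells were isthmus progenitor cells, 1247 neck, 702 parietal, 291 pre-pit, 180 chief and 121 mature pit cells. *Atp4b* was at 19808 ± 1035 CPM in parietal cells and 178 ± 15.8 CPM in chief cells, the next highest type (SD, n = 2 pools). The chief cell marker *Cblif* (chromosome 19, 11724918 to 11740811) reached 22013 ± 471 CPM in chief cells and 16.7 ± 3.08 CPM in mature pit cells.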

Unsupervised clustering of 3993 cells using the Seurat algorithm identified 20 distinct cell clusters (Fig. 1c), which were annotated based on the expression of known marker genes (Fig. 1d and Supplementary Fig. 4) and cluster-specific genes (Supplementary Fig. 5). 

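Cluster 13 (121 cells) and cluster 4 (291 cells) of dataset 2 were taken together as pit cells and compared with the mean of the isthmus, neck, chief and parietal cells. *Gkn2* had a log2 fold change of 5.40 (standard error 0.14, adjusted p = 1.60e-12), *Basp1* of 3.86 (standard error 0.10, adjusted p = 2.28e-12) and *Sctr* of 3.56 (standard error 0.10, adjusted p = 4.23e-12), in edgeR with Benjamini-Hochberg adjustment. *Basp1* was at 365 ± 64.0 CPM in mature pit and 262 ± 39.1 CPM in pre-pit cells (SD, n = 2 pools), and *Sctr* at 137 ± 0.934 and 69.1 ± 3.10 CPM. *Krt7* was at 14.8 ± 11.9 and 17.2 ± 10.0 CPM in these clusters, no higher than the 23.1 ± 15.3 CPM of chief cells. No UMI of *Krt20* was found in pre-pit cells, while mature pit cells had 6 UMIs of it in pool K and 315 in pool T, or 57.5 ± 77.5 CPM. *Aqp3* rose from 2.42 ± 1.63 CPM in pre-pit to 44.2 ± 49.0 CPM in mature pit cells, a log2 fold change of 4.18 (standard error 0.74, Benjamini-Hochberg adjusted p = 0.00273, edgeR); of its UMIs in mature pit cells, 21 were in pool K and 221 in pool T. *Gkn2* differed less between the pit clusters (0.70, standard error 0.22, Benjamini-Hochberg adjusted p = 0.0541, edgeR). With the pool as a block in the fit that adjusted p became 0.0238. Between mature and pre-pit cells 1439 of 13894 genes passed an adjusted p of 0.05, 906 higher and 533 lower in mature pit cells, and 2656 passed with the plate as the unit, the alternative that moved the number most. *Duox2* (chromosome 2, 122109728 to 122128930) was at least 66.9-fold and *Ly6d* (chromosome 15, 74633902 to 74635597) at least 52.1-fold higher in mature pit cells, the latter with 11 UMIs in pool K and 175 in pool T. *Rassf9* (chromosome 10, 102347635 to 102385597) was at least 2.50-fold and *Slc25a21* (chromosome 12, 56759419 to 57244257) at least 1.74-fold lower.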

Two pit cell clusters, *Aqp3*^+^ mature pit cells (cluster 13) and pre-pit cells (cluster 4), expressed corpus pit cell-specific markers *Basp1* and *Sctr* but not antrum pit cell markers *Krt7* and *Krt20* (Supplementary Fig. 4b). 

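The authors' annotation gives each cell of dataset 2 a cell cycle phase, computed from its transcripts. In cluster 3 (339 cells), 100% of the cells were in S phase, and in cluster 5 (279 cells) 100% were in G2/M. Cluster 6 (270 cells) was divided between S, with 47.6% ± 1.39, and G2/M, with 52.4% (SD, n = 2 pools). In cluster 9 (218 cells), 90.4% ± 4.12 of the cells were in G2/M, and in cluster 11 (179 cells) 85.8% ± 1.94 were in G1. The phases are the authors' calls from the same counts as the clusters.

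**Figure D2:**
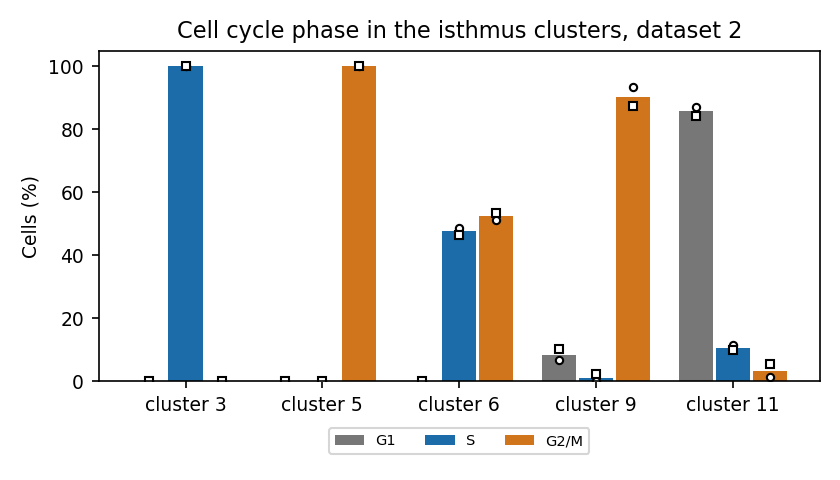
Share of cells in G1, S and G2/M in the 5 isthmus clusters of dataset 2, in percent. Bars are the mean of the 2 pools and the points are the pools; clusters 3 and 5 hold a single phase, and cluster 11 is mostly G1, at 85.8%.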

Five isthmus progenitor cell clusters were separated based on cell cycle phase (Fig. 1e). Among them, clusters 5 and 6 expressed a proliferation-associated transcription factor *Foxm1* that stimulates cell cycle progression (Fig. 1d). Many of these isthmus progenitor cells express significant levels of pit cell marker *Muc5ac* or neck cell marker *Muc6* (Fig. 1f), suggesting that these isthmus cells are transcriptionally primed toward the pit or neck cell lineage. 

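Clusters 5 and 6 were compared with isthmus clusters 3, 9 and 11 in the fit of single clusters. *Foxm1* (chromosome 6, 128339518 to 128353147) was at 75.1 ± 4.32 CPM in clusters 5 and 6 and 8.14 ± 0.885 CPM in the others (SD, n = 2 pools), a log2 fold change of 3.88 (standard error 0.12, Benjamini-Hochberg adjusted p = 5.40e-18, edgeR's quasi-likelihood test). *Mki67* had a log2 fold change of 2.92 (standard error 0.11, Benjamini-Hochberg adjusted p = 4.74e-17, edgeR). Of 12922 genes, 4025 had an adjusted p under 0.05, 2234 of them higher in clusters 5 and 6 and 1791 lower. Among genes with at least 10 UMIs in both pools of the higher group, the largest rises were those of *Mxd3* (chromosome 13, 55472981 to 55477908) at 5.70 and *Rtkn2* (chromosome 10, 67815390 to 67895570) at 5.44, and the largest falls those of *Rab11fip5* (chromosome 6, 85311943 to 85351690) at -3.06 and *Lrg1* (chromosome 17, 56426283 to 56429001) at -2.92.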

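RNA released from other cells can give UMIs in cells that do not express a gene, so a cell was counted as carrying *Muc5ac* or *Muc6* when its count per 10000 UMIs was above the 95th percentile of parietal cells, which should lack both mucins. By construction about 5% of parietal cells pass for each gene, and 0.285% passed for both. Of the 1285 isthmus cells of dataset 2, 795 (61.9%, 95% Wilson interval 59.2 to 64.5%) carried *Muc5ac* and 638 (49.6%, 46.9 to 52.4%) carried *Muc6*. The pools differed little, with SDs of 0.716 and 0.108 percentage points. Cells with both numbered 215 (16.7%, 14.8 to 18.9%), against 30.7% if the genes were independent, and 67 (5.21%) had neither. Mature pit cells carried *Muc5ac* in 92.6% of cells and *Muc6* in 13.2%, and neck cells carried them in 14.0% and 97.4%. The share with both was 9.09% in mature pit and 12.8% in neck cells. With at least 1 UMI as the threshold the share of isthmus cells with both genes rose to 54.4%, and with the 99th percentile of parietal cells it fell to 1.32%. The paper reasons from the expression of either mucin in many of these cells, and proposes that isthmus cells are transcriptionally primed toward the pit or the neck lineage.

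**Figure D3:**
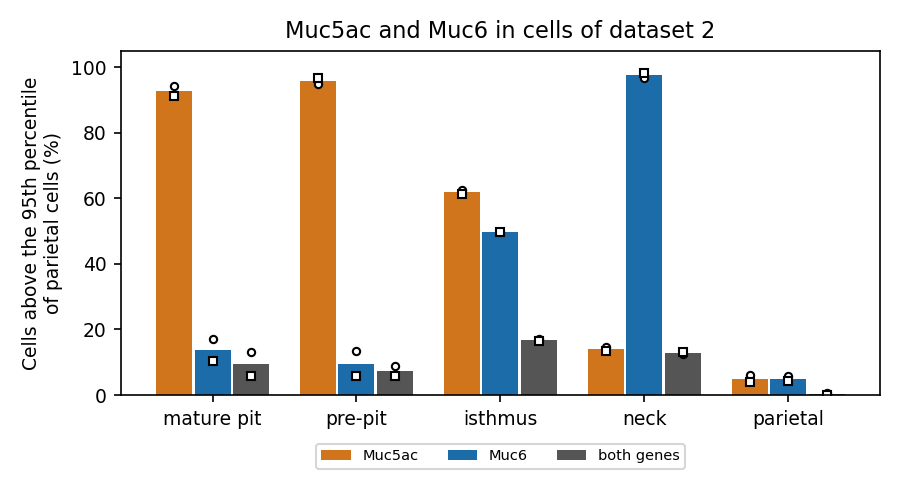
Share of cells above the 95th percentile of parietal cells for *Muc5ac*, *Muc6* and both, in percent, in 5 cell types of dataset 2. Bars are the mean of the 2 pools and points the pools; isthmus cells carry both genes in 16.8% of cells.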

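Isthmus cells of dataset 2 were compared with the mean of the other epithelial types. *Stmn1* (chromosome 4, 134195021 to 134201882) was at 51.4 ± 0.110 CPM in isthmus cells and 4.66 ± 0.780 CPM on average in the others (SD, n = 2 pools), a log2 fold change of 3.69 (standard error 0.11, Benjamini-Hochberg adjusted p = 6.24e-12, edgeR's quasi-likelihood test). *Iqgap3* (chromosome 3, 87989278 to 88028356) had a log2 fold change of 5.43 (standard error 0.16, adjusted p = 4.46e-12), *Tcf19* (chromosome 17, 35823622 to 35832073) of 3.26 (standard error 0.08, adjusted p = 7.00e-13) and *Hmgb2* (chromosome 8, 57964687 to 57969276) of 4.12 (standard error 0.09, adjusted p = 1.72e-13) (edgeR, Benjamini-Hochberg adjustment). The stem cell gene *Sox2* (chromosome 3, 34704554 to 34706610) was at 39.4 ± 2.93 CPM in isthmus cells and 33.4 ± 2.38 CPM in the others, a log2 fold change of 0.46 (standard error 0.08, Benjamini-Hochberg adjusted p = 1.61e-04, edgeR). Its level was 51.7 ± 5.30 CPM in neck and 53.3 ± 2.58 CPM in chief cells, above that of isthmus cells. *Prom1* (chromosome 5, 44150962 to 44259395) was lower in isthmus cells, with a log2 fold change of -0.26 (standard error 0.08, Benjamini-Hochberg adjusted p = 0.0145, edgeR). For *Bmi1* (chromosome 2, 18681292 to 18691441) the log2 fold change of -0.05 (standard error 0.08, Benjamini-Hochberg adjusted p = 0.645, edgeR) did not pass the threshold. Without a filter on low counts the log2 fold change of *Bmi1* turned to 0.02, and the adjusted p of *Prom1* became 0.0717. In this contrast 7124 of 13894 genes had an adjusted p under 0.05, 3911 higher in isthmus cells and 3213 lower. Without a filter on low counts 4722 were higher and 2570 lower, and with DESeq2 3434 and 3230.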

Although some of the previously identified isthmus progenitor cell-specific markers (*Stmn1* and *Iqgap*)^12,26^ and other markers (*Tcf19* and *Hmgb2*) were identified, pan-stem cell markers, such as *Sox2*, *Prom1*, and *Bmi1*, did not exhibit isthmus cell-specific expression (Fig. 1d and Supplementary Fig. 4b). Previous studies have shown that TCF19 increases cell cycle progression in the gastric cancer cell line MKN-45^27^ and that HMGB2 is a downstream effector of CENPU-mediated cell proliferation in AGS cells^28^, which is consistent with the highly proliferative state of isthmus progenitor cells. 

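Cluster 12 (173 cells) was compared with neck clusters 0, 2 and 7 of dataset 2. *Cblif*, which encodes gastric intrinsic factor, was at 9578 ± 1296 CPM in cluster 12, 521 ± 185 CPM in the other neck clusters and 24716 ± 787 CPM in chief cells of cluster 10 (SD, n = 2 pools). Its log2 fold change between cluster 12 and the other neck clusters was 4.91 (standard error 0.26, Benjamini-Hochberg adjusted p = 1.22e-12, edgeR's quasi-likelihood test). *Muc6* was at 1716 ± 188 CPM in cluster 12 and 1779.7 ± 116 CPM in the other neck clusters, which is within the spread (log2 fold change 0.16, standard error 0.21, Benjamini-Hochberg adjusted p = 0.730, edgeR). Chief cells had 55.8 ± 31.5 CPM of *Muc6*. Of 12922 genes, 1330 had an adjusted p under 0.05, 662 of them higher in cluster 12 and 668 lower. These numbers were 575 and 501 with DESeq2, and 541 and 949 without a filter on low counts. *Necab1* (chromosome 4, 14952242 to 15149794) rose by 6.29 on the log2 scale, while *Epdr1* (chromosome 13, 19775876 to 19804135) was at least 1.46-fold and *5330409N07Rik* (chromosome 12, 98411076 to 98414593) at least 1.11-fold lower.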

Intriguingly, among *Muc6*^+^ neck cell clusters, cluster 12 expressed *Muc6* and a chief cell marker, *Cblif* (*Gif*) (Fig. 1d), suggesting the presence of intermediate-state cells between neck cells and chief cells under healthy homeostasis of corpus tissues.

### Transcription factors and regulatory pathways involved in differentiation from isthmus progenitor cells to pit cells

Dataset 2 was further analyzed using FateID algorithm, a method for the quantification of cell fate bias^29^. 

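*Pgc* (chromosome 17, 48037760 to 48045407) encodes the precursor of pepsin C. All cells of the 6 epithelial types in dataset 2 had at least 1 UMI of it. Its mean level per 10000 UMIs of a cell was 145 ± 28.9 in mature pit cells and 255 ± 47.4 in pre-pit cells (SD, n = 2 pools). It was 484 ± 44.4 in isthmus, 1475 ± 5.17 in neck and 1829 ± 19.1 in chief cells, and each of these steps was larger than the SD of either type. Parietal cells had 70.3 ± 0.518 per 10000 UMIs, so that detection in 100% of cells does not separate the types.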

One of the chief cell markers, *Pgc*, was expressed in most gastric epithelial cells at mRNA level, as previously reported^12,30^, although the expression level gradually increased from mature pit cells to chief cells (Fig. 1d). Interestingly, pseudotemporal ordering of pit, isthmus, and neck cells presented a continuum of differentiation states where the gradation of *Pgc* expression was observed (Supplementary Fig. 8a), while parietal cells were found as isolated clusters where the *Pgc* gradation was also observed from pre-parietal to parietal cells (Fig. 2a, Supplementary Fig. 8a). 

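Within the parietal clusters of dataset 2, cluster 8 had 130.2 ± 26.8 *Pgc* UMIs per 10000 and cluster 1 had 39.1 ± 2.36 (SD, n = 2 pools). An exact permutation test of 2 pools against 2 cannot reach a p under 0.05, and these clusters were not compared in the fit of single clusters. The difference is therefore given as values only. *Atp4b* was at 16903 ± 1118 CPM in cluster 8 and 24493 ± 2048 CPM in cluster 1.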

Isthmus progenitor cells differentiating toward pit cell (yellow) or neck cell (blue) lineage (Supplementary Fig. 8b), which were identified using the FateID algorithm, were basically merged with isthmus progenitor cells with high pit cell feature or high neck cell feature identified in Fig. 1f, respectively, supporting the reliability of our FateID analysis.

**Fig. 2:**
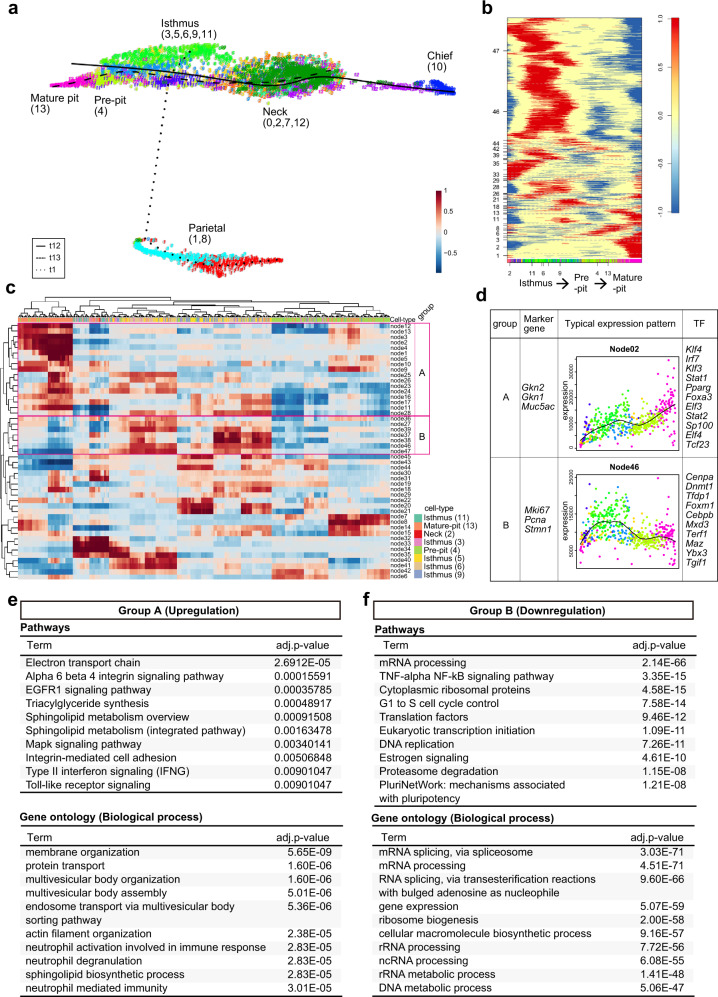
Characterization of the pit cell differentiation process. **a** Pseudotemporal ordering of pit cells, isthmus progenitor cells, neck cells, and parietal cells identified in dataset 2. Principal curves are shown for mature pit cells (t13, heavy dotted line), neck cells (t12, solid line), and parietal cells (t1, fine dotted line). **b** Self-organizing map of binarized pseudotemporal expression profiles along the pit cell differentiation trajectory. The *x*-axis indicates the cells involved in the pit cell lineage that are colored according to cell types, and the *y*-axis indicates the nodes. **c** Hierarchical clustering of co-expression nodes in (**b**). The nodes in groups A and B show upregulation and downregulation patterns of the genes in the pit cell differentiation trajectory, respectively. The *x*-axis indicates the cells involved in the pit cell lineage that are colored according to cell types, and the *y*-axis indicates the nodes. The *x*-axis in (**c**) is not the same as that of (**b**) due to the hierarchical clustering of the cells. The colors for each cell type are shown in the bottom right corner. **d** Characteristics of groups A and B identified in (**c**). Marker genes in each group were shown. Average pseudotemporal expression profile of the representative node is indicated by a black line. The *x*-axis indicates pseudotime from isthmus progenitor cells to pit cells, and the *y*-axis indicates expression level. Colors in each dot represent cell types, which correspond to colors used in (**a**). Among the TFs involved in groups A and B, the top 10 TFs specifically expressed in pit cells and isthmus progenitor cells (LogFC > 0.25) are shown here, respectively. **e**, **f** Characterization of the pseudotime-dependent genes included in group A (**e**) and group B (**f**). Upper panel, pathway enrichment analysis of the pseudotime-dependent genes. The top ten pathways with significant enrichment (adjusted *p*-value < 0.05) are listed. Lower panel, GO analysis of the pseudotime-dependent genes. The top ten terms with significant enrichment (adjusted *p*-value < 0.05) are listed. Adjusted *p*-value was determined using one-tailed Fisher’s exact test with g:SCS method in g:Profiler^36^ (pathways) and Fisher’s exact test with Benjamini–Hochberg adjustment in Enrichr^37^ (GO).

Pseudotemporal expression profiles from isthmus progenitor cells to pit cells (t13) identified 47 gene co-expression nodes (Fig. 2b). Hierarchical clustering of the nodes identified two major groups (Fig. 2c). Group A genes with increasing expression from isthmus to pit cells contained various pit cell markers such as *Gkn2*, *Gkn1*, and *Muc5ac*, whereas group B genes highly expressed in isthmus progenitor cells contained known isthmus progenitor cell markers such as *Mki67*, *Pcna*, and *Stmn1* (Fig. 2d). 

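Mature pit cells were compared with isthmus cells, the ends of the pit trajectory of dataset 2. *Gkn2* rose from 8744 ± 2030 CPM in isthmus to 50856 ± 1930.4 CPM in mature pit cells (SD, n = 2 pools), a log2 fold change of 2.54 (standard error 0.23, Benjamini-Hochberg adjusted p = 1.25e-06, edgeR's quasi-likelihood test). *Gkn1* (chromosome 6, 87322632 to 87327924) rose by 2.55 (standard error 0.20, adjusted p = 3.97e-07) and *Muc5ac* by 1.56 (standard error 0.28, adjusted p = 5.60e-04) on the log2 scale, in edgeR with Benjamini-Hochberg adjustment. The log2 fold change of *Mki67* was -4.83 (standard error 0.21, adjusted p = 2.81e-09), that of *Pcna* (chromosome 2, 132091082 to 132095234) -1.59 (standard error 0.12, adjusted p = 2.94e-07) and that of *Stmn1* -3.55 (standard error 0.22, adjusted p = 5.64e-08) (edgeR, Benjamini-Hochberg adjustment). *Mki67* went from 227 ± 6.60 CPM in isthmus to 8.01 ± 0.236 CPM in mature pit cells. The mature pit cell gene *Aqp3* had a log2 fold change of 5.83 (standard error 0.69, Benjamini-Hochberg adjusted p = 1.66e-05, edgeR), with most of its UMIs in pool T. Of the 13894 genes, 5277 had an adjusted p under 0.05, 2485 higher and 2792 lower in mature pit cells. DESeq2 called 2648 higher and 2231 lower, and without a filter on low counts 2134 were higher and 3330 lower. Among genes with at least 10 UMIs in both pools of the higher type, the largest rises were those of *Ifit1bl1* (chromosome 19, 34570291 to 34579356), at least 173-fold, whose reads could be shared with a close paralog, and of *Hsd17b2* (chromosome 8, 118428254 to 118485774), with a log2 fold change of 6.77 that rests on 14 UMIs in pool K and 157 in pool T. *Prr11* (chromosome 11, 86979977 to 86999609) was at least 34.8-fold and *Ttk* (chromosome 9, 83703392 to 83755037) at least 26.0-fold lower in mature pit cells, where neither had a UMI.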

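In dataset 2, 4 transcription factor genes were compared between mature pit and isthmus cells. *Klf4* (chromosome 4, 55527139 to 55532528) went from 363 ± 11.6 to 815 ± 38.0 CPM (SD, n = 2 pools), a log2 fold change of 1.17 (standard error 0.14, Benjamini-Hochberg adjusted p = 1.52e-05, edgeR's quasi-likelihood test). *Foxa3* (chromosome 7, 18747209 to 18757471) went from 43.8 ± 0.352 to 120.1 ± 15.7 CPM, a log2 fold change of 1.46 (standard error 0.11, Benjamini-Hochberg adjusted p = 3.20e-07, edgeR). *Pparg* (chromosome 6, 115337675 to 115468268) had a log2 fold change of 1.45 (standard error 0.21, adjusted p = 1.03e-04), and *Tcf23* (chromosome 5, 31125982 to 31134362), with few UMIs in isthmus cells (1.67 ± 0.226 CPM), one of 4.22 (standard error 0.32, adjusted p = 5.80e-07), in edgeR with Benjamini-Hochberg adjustment. Computed the way Seurat reports it, as the log2 ratio of mean counts per 10000 UMIs plus 1 between the cells of cluster 13 and all other cells, the value was 1.39 ± 0.18 for *Klf4*, 0.49 ± 0.15 for *Foxa3*, 0.63 ± 0.13 for *Pparg* and 0.33 ± 0.08 for *Tcf23* (SD, n = 2 pools).

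**Figure D4:**
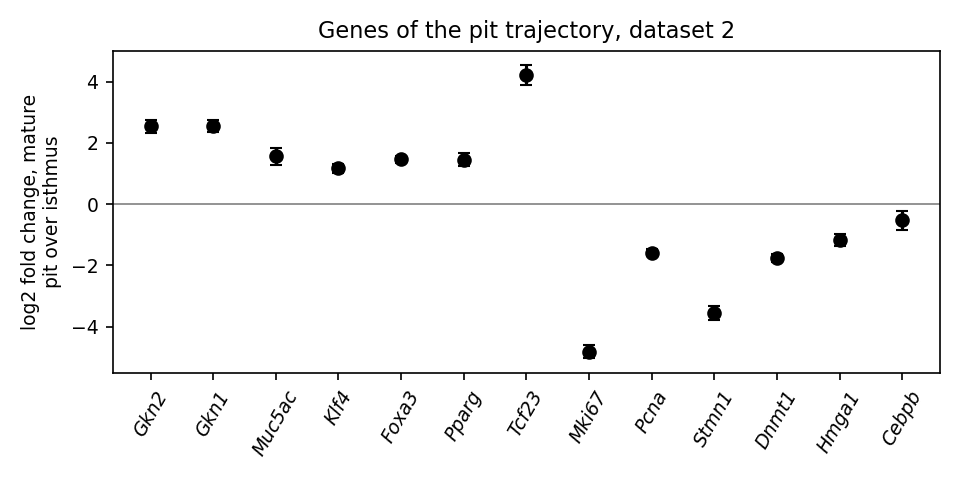
Log2 fold change of mature pit over isthmus cells in dataset 2 for 13 genes; points are edgeR estimates and bars their standard errors. The genes from *Gkn2* to *Tcf23* lie above 0, with *Tcf23* at 4.22, and *Mki67* is the lowest at -4.83.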

Pit cell-related group A contained several transcription factors (TFs) such as *Foxa3*, *Pparg*, and *Tcf23*, in addition to the previously reported pit cell differentiation-related TF *Klf4*^31^. In contrast, the isthmus progenitor cell-related group B contained *Dnmt1*, *Cebpb*, *Foxm1* (Fig. 2d), and *Hmga1* (Supplementary Data 1 and 6), which are associated with proliferative gastric cancer^32–35^.

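*Dnmt1* (chromosome 9, 20817945 to 20871184) was at 98.3 ± 3.38 CPM in isthmus and 29.4 ± 7.84 CPM in mature pit cells of dataset 2 (SD, n = 2 pools), a log2 fold change of -1.76 (standard error 0.14, Benjamini-Hochberg adjusted p = 4.51e-07, edgeR's quasi-likelihood test). *Hmga1* (chromosome 17, 27775449 to 27782648) had a log2 fold change of -1.17 (standard error 0.20, Benjamini-Hochberg adjusted p = 3.98e-04, edgeR). *Foxm1*, at 38.3 ± 4.27 CPM in isthmus cells, had 2 UMIs in mature pit cells and was at least 35.1-fold lower there. For *Cebpb* (chromosome 2, 167530835 to 167532338) the difference did not pass the threshold, with 105 ± 28.3 CPM in isthmus and 72.8 ± 6.21 CPM in mature pit cells and a log2 fold change of -0.53 (standard error 0.30, Benjamini-Hochberg adjusted p = 0.195, edgeR). It passed with the pool as a block (adjusted p = 0.0444), without a filter on low counts (2.10e-06) and with the plate as the unit (6.05e-04). In isthmus cells *Cebpb* also differed between the plates of the pools, with a log2 fold change of -0.54 of pool K over pool T.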

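The EGFR and MAPK pathways were examined in mature pit against isthmus cells of dataset 2 through transcripts only. The list held 10 genes whose transcription follows ERK, the kinase at the end of this MAPK cascade. Of these genes, 2 were higher and 8 lower in mature pit cells, with a median log2 fold change of -0.62. An adjusted p under 0.05 was reached by 1 higher and 4 lower genes, and by the same numbers when adjusted over the list alone. *Phlda1* (chromosome 10, 111342147 to 111344506) rose by 0.75 (standard error 0.22, Benjamini-Hochberg adjusted p = 0.0146, edgeR) on the log2 scale. *Dusp6* (chromosome 10, 99086564 to 99103361) had a log2 fold change of -1.09 (standard error 0.23, adjusted p = 0.00209), *Spry2* (chromosome 14, 106128766 to 106136446) one of -0.87 (standard error 0.17, adjusted p = 0.00133), and *Etv4* (chromosome 11, 101660568 to 101676197) and *Etv5* (chromosome 16, 22200052 to 22259662) fell further, to -2.62 and -2.11 (edgeR, Benjamini-Hochberg adjustment). No shift of the set beyond the other genes was detected by limma's camera test (p = 0.131, lower in mature pit cells), while limma's fry test gave p = 0.00179 in the same direction. The pathway databases used by g:Profiler and Enrichr were not used here. Phosphorylated ERK, which the paper stained in tissue and found in mature and pre-pit cells, is not measured by these transcripts.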

Enrichment analysis of group A genes using g:Profiler^36^ and Enrichr^37^ identified putative regulatory pathways associated with pit cell differentiation, including integrin, EGFR, and MAPK signaling pathways, as well as actin cytoskeleton-related GO terms (Fig. 2e). The pathways enriched in group B genes were related to cell cycle and proliferation (e.g., mRNA processing and ribosome biogenesis), consistent with the highly proliferative state of isthmus progenitor cells. Additionally, TNF-α/NF-kB signaling and proteasome degradation pathways were enriched in genes of group B (Fig. 2f). 

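A list of 16 target genes of NF-kB was tested between mature pit and isthmus cells of dataset 2, of which 12 had enough counts. 7 of them were higher and 5 lower in mature pit cells, with a median log2 fold change of 0.27. No shift of the set was detected (camera p = 0.940). An adjusted p under 0.05 was reached by 2 higher and 3 lower genes, likewise when adjusted over the list alone. The lower genes were *Nfkbia* (chromosome 12, 55535332 to 55539432) with a log2 fold change of -1.08 (standard error 0.36, Benjamini-Hochberg adjusted p = 0.0302, edgeR), *Nfkb1* (chromosome 3, 135290264 to 135397742) with -0.51 and *Icam1* (chromosome 9, 20926672 to 20940113) with -2.07. The higher genes were *Tnip1* (chromosome 11, 54796320 to 54854661) at 0.35 and *Cxcl16* (chromosome 11, 70344517 to 70352620) at 1.13. *Nfkbia* did not pass with DESeq2 (Wald test, Benjamini-Hochberg adjusted p = 0.0985), nor *Tnip1* without a filter on low counts (0.278). Proteasome genes were not tested.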

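In dataset 1, corpus mature pit cells (26 cells) were compared with isthmus-like cells (53 cells). The isthmus-like cluster was chosen by 3 proliferation genes. By the authors' calls 35.8% of its cells were in S and 64.2% in G2/M, while 92.3% of corpus mature pit cells were in G1. Lower values of *Dnmt1*, *Hmga1*, *Foxm1* and other genes of dividing cells may thus follow in part from this choice. *Klf4* had a log2 fold change of 1.00 (standard error 0.16, adjusted p = 7.48e-05), *Foxa3* of 1.77 (standard error 0.21, adjusted p = 1.71e-06), *Pparg* of 1.90 (standard error 0.18, adjusted p = 2.03e-07) and *Tcf23* of 3.11 (standard error 0.27, adjusted p = 8.03e-08), in edgeR with Benjamini-Hochberg adjustment. *Dnmt1* was lower, at -3.00 (standard error 0.27, adjusted p = 1.03e-07), and *Hmga1* at -2.86 (standard error 0.31, adjusted p = 8.53e-07) (edgeR, Benjamini-Hochberg adjustment). *Cebpb* was lower at -1.05 (standard error 0.28, Benjamini-Hochberg adjusted p = 0.00563, edgeR), which DESeq2 did not call (Benjamini-Hochberg adjusted p = 0.0599, Wald test). *Foxm1* was at least 14.7-fold, *Cdk1* (chromosome 10, 69170976 to 69236595) at least 105-fold and *Pclaf* (chromosome 9, 65797519 to 65812346) at least 71.1-fold lower in corpus mature pit cells, and *Duoxa2* (chromosome 2, 122129380 to 122133366) was at least 41.2-fold and *Duox2* at least 58.2-fold higher. As the log2 ratio of mean counts per 10000 UMIs plus 1 against all other cells, the value in dataset 1 was 1.01 ± 0.24 for *Klf4*, 0.66 ± 0.03 for *Foxa3* and 0.79 ± 0.10 for *Pparg* (SD, n = 2 pools). In all, 4397 of 10229 genes had an adjusted p under 0.05, 2111 higher and 2286 lower in corpus mature pit cells, and 2503 with DESeq2. No shift as a set was detected in dataset 1 for the ERK list (camera p = 0.106, lower in corpus mature pit cells) or the NF-kB list (p = 0.977). The ARP2/3 subunits were higher (p = 8.68e-04), each of the 6 by itself as well.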

Most enriched pathways and pseudotime-specific TFs of dataset 1 were similar to those of dataset 2 (Supplementary Fig. 9 and Supplementary Data 2 and 7). Notably, EGFR signaling and TNF-α/NF-kB signaling were enriched in the pit cell-related group A and isthmus progenitor cell-related group B, respectively (Supplementary Fig. 9e, f).

### Gene expression dynamics from isthmus progenitor cells to neck cell and parietal cell lineages

With respect to the differentiation trajectory from isthmus progenitor cells to neck cells, FateID analysis identified 65 nodes (Supplementary Fig. 10a), which were grouped using hierarchical clustering (Supplementary Fig. 10b). Neck cell differentiation-related group C contained TFs such as *Hes1*, *Pbx1*, and *Spdef*, whereas isthmus progenitor cell-related group D again contained gastric tumor-related TFs such as *Dnmt1* and *Foxm1* (Supplementary Fig. 10c and Supplementary Data 3 and 6). 

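Neck cells were compared with isthmus cells of dataset 2. *Muc6* rose from 197 ± 1.97 to 1459.5 ± 32.1 CPM (SD, n = 2 pools), a log2 fold change of 2.89 (standard error 0.25, Benjamini-Hochberg adjusted p = 6.93e-07, edgeR's quasi-likelihood test). The log2 fold change of *Spdef* (chromosome 17, 27933326 to 27947929) was 1.54 (standard error 0.09, adjusted p = 1.04e-08) and that of *Hes1* (chromosome 16, 29882134 to 29886643) 0.86 (standard error 0.17, adjusted p = 7.98e-04), in edgeR with Benjamini-Hochberg adjustment. *Dnmt1* fell from 98.3 ± 3.38 CPM in isthmus to 24.7 ± 1.94 CPM in neck cells, a log2 fold change of -1.99 (standard error 0.11, Benjamini-Hochberg adjusted p = 6.01e-09, edgeR). *Foxm1* had a log2 fold change of -5.82 (standard error 0.22, Benjamini-Hochberg adjusted p = 1.86e-10, edgeR). Of 13894 genes, 7045 had an adjusted p under 0.05, 3664 higher and 3381 lower in neck cells, against 3000 and 3231 with DESeq2. With the same minimum of UMIs, the largest rises were those of *Nupr1* (chromosome 7, 126222414 to 126230033) at 5.57 and *Cblif* at 5.49, and *Xkr5* (chromosome 8, 18973412 to 19000991) was at least 17.0-fold and *Onecut2* (chromosome 18, 64473091 to 64534058) at least 14.0-fold lower in neck cells.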

Enrichment analysis identified lysosome-related GO terms in group C (Supplementary Fig. 10d) and TNF-α/NF-kB and proteasome degradation pathways in group D (Supplementary Fig. 10e). These enriched pathways were reproducibly observed in dataset 1 (Supplementary Fig. 11d, e, Supplementary Data 4).

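The list of NF-kB targets was also tested between neck and isthmus cells of dataset 2, a test added after the data were seen. Of the 12 genes with enough counts, 7 were higher and 5 lower in neck cells, with a median log2 fold change of 0.06. 2 higher genes and 1 lower gene had an adjusted p under 0.05 in edgeR's test, and 2 and 1 when adjusted over the list alone. No shift of the set was detected (camera p = 0.709). Lysosome and proteasome terms were not tested.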

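In dataset 1, neck cells (45 cells) were compared with isthmus-like cells. Only 7 of the 16 NF-kB targets had enough counts, 1 of them passed the threshold, higher in neck cells, as when adjusted over the list alone, and no shift of the set was detected (camera p = 0.711). *Spdef* had a log2 fold change of 2.16 (standard error 0.25, adjusted p = 3.85e-06) and *Hes1* of 1.07 (standard error 0.20, adjusted p = 4.98e-04) (edgeR, Benjamini-Hochberg adjustment). *Dnmt1* was lower in neck cells at -1.32 (standard error 0.20, Benjamini-Hochberg adjusted p = 8.50e-05, edgeR), and *Foxm1* at least 11.5-fold lower. These falls may follow in part from the choice of the isthmus-like cluster by proliferation genes. 2996 genes had an adjusted p under 0.05, 1340 higher and 1656 lower, against 1303 with DESeq2, which moved this number most. *Cblif* rose by 9.33 on the log2 scale, *Gper1* (chromosome 5, 139408898 to 139414146) was at least 14.6-fold higher, and *Prr11* was at least 11.4-fold and *Cdc25c* (chromosome 18, 34866031 to 34885472) at least 6.54-fold lower in neck cells.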

FateID analysis from isthmus progenitor cells to parietal cells identified 58 nodes (Supplementary Fig. 12a, b). Group E displaying immediate upregulation in expression upon parietal cell differentiation contained parietal cell markers, *Atp4b* and *Kcnq1* (Supplementary Fig. 12c, Supplementary Data 5), whereas Group F displaying immediate downregulation in expression contained the cell proliferation markers *Mki67* and *Pcna*. 

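Parietal cells (702 cells) were compared with isthmus cells of dataset 2. *Atp4b* rose from 95.5 ± 28.0 to 19808 ± 1035 CPM (SD, n = 2 pools), a log2 fold change of 7.70 (standard error 0.24, Benjamini-Hochberg adjusted p = 4.69e-12, edgeR's quasi-likelihood test). *Kcnq1* (chromosome 7, 142660099 to 142980788) rose from 24.1 ± 0.150 to 744 ± 30.2 CPM, a log2 fold change of 4.95 (standard error 0.11, Benjamini-Hochberg adjusted p = 5.14e-13, edgeR). *Mki67* fell from 227 ± 6.60 CPM in isthmus to 4.59 ± 1.14 CPM in parietal cells, with a log2 fold change of -5.61 (standard error 0.17, adjusted p = 4.05e-12), and *Pcna* had one of -2.09 (standard error 0.11, adjusted p = 6.96e-10), in edgeR with Benjamini-Hochberg adjustment. 9979 of 13894 genes had an adjusted p under 0.05, 4885 higher and 5094 lower in parietal cells. *Angpt2* (chromosome 8, 18739202 to 18791603) was at least 81.6-fold and *Cst8* (chromosome 2, 148640539 to 148647519) at least 297-fold higher in parietal cells, and *Matn3* (chromosome 12, 8997929 to 9022028) at least 23.6-fold and *Gm38037* (chromosome 1, 191549225 to 191554105) at least 15.6-fold lower.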

TNF-α/NF-kB, EGFR, and Delta-Notch signaling pathways were enriched in Group F (Supplementary Fig. 12d). Downregulation of Delta-Notch signaling in parietal cell differentiation is consistent with the previous study showing the role of NOTCH signaling in antagonizing parietal cell differentiation^18^. Although no significantly enriched pathway and GO (adjusted *p*-value < 0.05) was identified in group E, in another parietal cell-related group G showing transient upregulation in expression upon differentiation (Supplementary Fig. 12c), pathways related to mitochondrial electron transport and oxidative phosphorylation were identified (Supplementary Fig. 12e), which is consistent with the previously reported increased mitochondrial biogenesis during parietal cell differentiation^38^. 

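The nuclear genes of the respiratory chain and the ATP synthase, chosen as a list of 86 genes after the data were seen, were compared between parietal and isthmus cells of dataset 2. Of the 81 with enough counts, 79 were higher in parietal cells, each with an adjusted p under 0.05, and the median log2 fold change was 1.98. Adjusted over the list alone, 79 were higher and 1 lower. The set was higher in the camera test (p = 8.91e-35), with an estimated correlation between genes (p = 0.0496) and in the fry test (p = 1.73e-07). The transient rise along pseudotime was not analysed here.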

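*Esrrg* (chromosome 1, 187340988 to 187947082) and *Esrra* (chromosome 19, 6888338 to 6899336) encode estrogen-related receptors. *Esrrg* went from 42.5 ± 1.98 CPM in isthmus to 779 ± 12.9 CPM in parietal cells of dataset 2 (SD, n = 2 pools), a log2 fold change of 4.20 (standard error 0.13, adjusted p = 4.22e-12), and *Esrra* from 34.4 ± 5.72 to 194 ± 5.71 CPM, one of 2.49 (standard error 0.16, adjusted p = 4.61e-09) (edgeR, Benjamini-Hochberg adjustment). *Ybx2* (chromosome 11, 69826474 to 69832432) had a log2 fold change of 5.84 (standard error 0.18, adjusted p = 4.59e-12) and *Mitf* (chromosome 6, 97783950 to 97998323) one of 3.63 (standard error 0.15, adjusted p = 5.97e-11), in edgeR with Benjamini-Hochberg adjustment.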

Group G contained the previously described TFs (*Esrrg* and *Esrra*)^39^ associated with parietal cell function, as well as other TFs (e.g., *Ybx2* and *Mitf*) (Supplementary Fig. 12c and Supplementary Data 6). In dataset 1, the gene expression dynamics were not analyzed due to the few isthmus progenitor cells in the parietal cell differentiation trajectory (Supplementary Fig. 13a, b).

### Distinct expression patterns of ligands and receptors between pit, neck, and parietal cell lineages

Non-major gastric cells (the cells other than pit, isthmus, neck, parietal, and chief cells) were analyzed with the combined datasets 1 and 2. Eleven clusters, including stromal cells, endocrine cells, tuft cells, endothelial cells, and leukocytes, were identified (Supplementary Fig. 14a). 

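*Gast* (chromosome 11, 100218410 to 100227823) encodes gastrin, the hormone of G cells. At least 100 *Gast* UMIs per 10000 were found in 5 of 491 cells of dataset 1 (1.02%, 95% Wilson interval 0.436 to 2.36%), 3 from the first pool and 2 from the second, and all of these cells lie in cluster 9. In dataset 2 the number was 0 of 3993 cells, which allows a share of up to 0.0751%. The 14 *Gast* UMIs of dataset 2 were scattered over cells, the highest with 0.587 per 10000, while dataset 1 had 7892 UMIs. A threshold of 10 per 10000, chosen after the data were seen, gave the same numbers of cells.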

G cells were identified only in dataset 1, which contains antrum, consistent with the antrum-specific localization of G cells. Other cell types were present in both datasets (Supplementary Fig. 14b). We proceeded with the downstream analysis using the data excluding G cells. Immunofluorescence staining confirmed the presence of two types of stromal cells (PDGFRα^+^ and ACTA2^+^ cells), PECAM^+^ endothelial cells, and CD4^+^ leukocytes in corpus gastric glands (Supplementary Fig. 14d). Notably, ACTA2^+^ stromal cells were primarily located in the middle section, whereas PDGFRα^+^ stromal cells were primarily located in the upper and lower sections of the corpus gastric glands (Supplementary Fig. 14e).

Using the major gastric cell dataset (dataset 2, Fig. 1c) and non-major gastric cell dataset (combined dataset 1 and 2, Supplementary Fig. 14a), we analyzed intercellular communications using CellChat analysis^40^, which predicts outgoing (i.e., the signals sent out from the cells) and incoming (i.e., the signals received by the cells) signaling pathways across all cell types (Fig. 3a and Supplementary Fig. 15). The data suggested high EGF signaling input mainly in pit cells (blue), high TNF signaling input in isthmus cells (blue), and low NOTCH signaling input in parietal cells (white), which is consistent with the results of enrichment analysis of pseudotime-dependent genes (Fig. 2e, f and Supplementary Figs. 9e, f, 12d). CellChat suggested that *Hbegf*-*Egfr/Erbb2*, *Tgfa*-*Egfr*/*Erbb2*, and *Btc*-*Egfr*/*Erbb2* were the major contributors for EGF signaling, and *Tnfsf12*/*Tnfrsf12a* and *Tnf*/*Tnfrsf1a* were the dominant contributors for TNF signaling among the known ligand-receptor pairs (Fig. 3b). Inferred cell–cell interaction showed that EGF signaling input in epithelial cells is regulated in both autocrine and paracrine (epithelial–epithelial) manners, whereas TNF signaling input in epithelial cells is mainly regulated in paracrine (stromal-epithelial) manner (Supplementary Fig. 16a, b). To validate CellChat prediction, we analyzed EGF and TNF ligand-receptor expression patterns across cell types. Immunofluorescence staining showed that EGFR is specifically expressed in mature and pre-pit cells, with the highest expression at the luminal surface of the glands (Fig. 3c), suggesting that EGFR signaling is mainly activated in pit cells. Single-cell RNA-seq data showed that EGF ligands are preferentially expressed in several epithelial cell types, which is consistent with a high EGF signaling output in pit cells as predicted by CellChat (Fig. 3a), and that the predominant EGF ligands expressed in pit cells were *Tgfa* and *Btc* (Fig. 3d). 

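Levels of ligand and receptor genes were taken as the mean over cells of counts per 10000 UMIs, and averaged over the 2 pools of dataset 2 for the epithelial types. In mature pit cells *Tgfa* (chromosome 6, 86172041 to 86252728) was at 0.663 ± 0.00572 and *Btc* (chromosome 5, 91505120 to 91550883) at 0.332 ± 7.08e-04 (SD, n = 2 pools), and in pre-pit cells at 0.404 ± 0.0229 and 0.370 ± 0.0300. *Areg* (chromosome 5, 91287451 to 91296291) was at 0.599 ± 0.407 in mature pit cells, with 0.311 in pool K and 0.887 in pool T, and at 0.100 ± 0.0619 in pre-pit cells. *Hbegf* (chromosome 18, 36637980 to 36649677) was at 0.209 ± 0.0469 in mature pit, 0.554 ± 0.177 in isthmus and 0.642 ± 0.404 in neck cells, and in isthmus cells its log2 fold change of pool K over pool T was -0.65. *Egf* (chromosome 3, 129470410 to 129549093) was highest in chief cells, at 0.341 ± 0.0250 per 10000 UMIs, and *Ereg* (chromosome 5, 91222157 to 91241505) had no UMI in these 6 types. Among the cell types that were called by marker genes and are not epithelial, *Ereg* was at 1.31 in the 17 *Pdgfra* stromal-like cells. Enteroendocrine types had *Hbegf* at 2.01 in 37 X/A-like and 1.66 in 67 ECL-like cells, over the cells of both datasets together. *Egfr* (chromosome 11, 16702198 to 16868158) was at 0.310 ± 0.00133 in pre-pit, 0.267 ± 0.00785 in mature pit and 0.263 ± 0.0204 in isthmus cells, and at 0.862 in *Pdgfra* stromal-like cells. *Erbb2* (chromosome 11, 98303203 to 98328542) was at 0.719 ± 0.0429 in pre-pit and 0.204 ± 0.0207 in parietal cells. With at least 2 UMIs as the measure of expression, the epithelial type with the highest share changed for 10 of the 30 ligand and receptor genes examined. Where all types were at 0, as for *Ereg*, mature pit cells were listed as highest. The changes of *Tnf*, *Tnfsf13b* and *Tnfrsf9* from chief to mature pit cells may thus be ties.

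**Figure D5:**
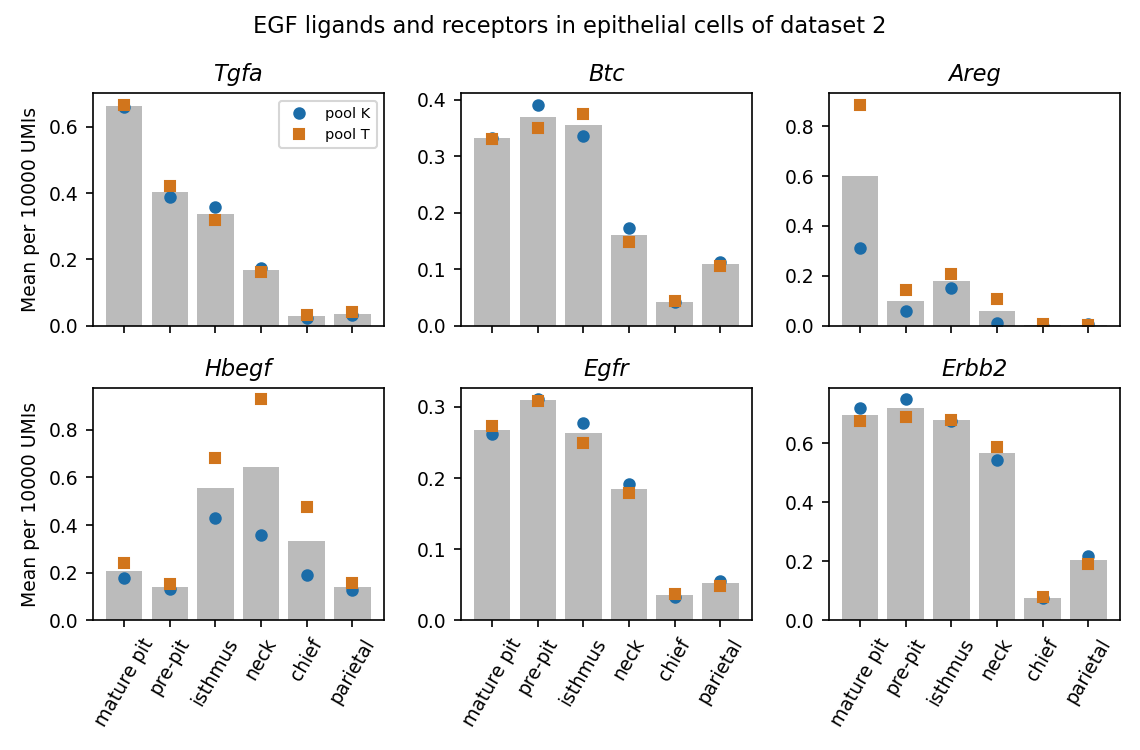
Mean count per 10000 UMIs of EGF family ligands and receptors in the 6 epithelial types of dataset 2. Bars are the mean of the 2 pools and points the pools; in mature pit cells the pools are close for *Tgfa* and far apart for *Areg*, at 0.311 and 0.887.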

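The TNF superfamily gene *Tnfsf12* (chromosome 11, 69577076 to 69586928) was at 1.75 per 10000 UMIs in 19 *Acta2* stromal-like cells, 1.44 in 17 *Pdgfra* stromal-like cells and 1.67 in 24 endothelial-like cells. It was detected in 89.5%, 76.5% and 75.0% of these cells, against 0.285% of parietal cells. Macrophage-like cells (17 cells) had 1.53 per 10000 UMIs. With so few cells these are means over the cells of both datasets and have no error over pools. Its receptor gene *Tnfrsf12a* (chromosome 17, 23894416 to 23896468) was at 0.781 ± 0.180 per 10000 UMIs in isthmus, 0.463 ± 0.255 in neck and 0.385 ± 0.00534 in mature pit cells of dataset 2 (SD, n = 2 pools), with a log2 fold change of isthmus over the other epithelial types of 0.85 (standard error 0.24, Benjamini-Hochberg adjusted p = 0.00837, edgeR's quasi-likelihood test). In isthmus cells the log2 fold change of pool K over pool T was -0.56. X/A-like cells had more *Tnfrsf12a*, at 2.28 per 10000 UMIs.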

With respect to TNF signaling, the major TNF superfamily ligand in the stomach is *Tnfsf12*, which is expressed in stromal cells and endothelial cells (Fig. 3d) and its cognitive receptor *Tnfrsf12a* is preferentially expressed in isthmus progenitor cells. 

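*Tnf* (chromosome 17, 35418357 to 35420983) was found in macrophage-like cells at 1.98 per 10000 UMIs, in 76.5% of them, and in 0.0778% of isthmus cells. No cell met the marker rule for enterochromaffin cells, so *Tnf* was not measured in them. Only cells kept at the minimum of 2500 detected genes were searched, while the paper used 1250 for these non-major types. Its receptor gene *Tnfrsf1a* (chromosome 6, 125325566 to 125339632) was at 0.808 ± 0.0193 in mature pit, 0.806 ± 0.0377 in isthmus and 0.246 ± 0.0339 in chief cells of dataset 2 (SD, n = 2 pools), with chief cells the lowest of the 6 epithelial types. The log2 fold change of isthmus cells over the other epithelial types was 0.22 (standard error 0.07, Benjamini-Hochberg adjusted p = 0.0130, edgeR's quasi-likelihood test). Endothelial-like cells had 3.72 per 10000 UMIs.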

*Tnf* is expressed in enterochromaffin (EC) cells and leukocytes, and its cognitive receptor *Tnfrsf1a* is expressed in all epithelial cell types. Taken together, these data suggested that *Tgfa*- or *Btc*/Egfr regulated pit cells in an autocrine manner and *Tnfsf12*/*Tnfrsf12a* regulated isthmus progenitor cells in a paracrine manner.

**Fig. 3:**
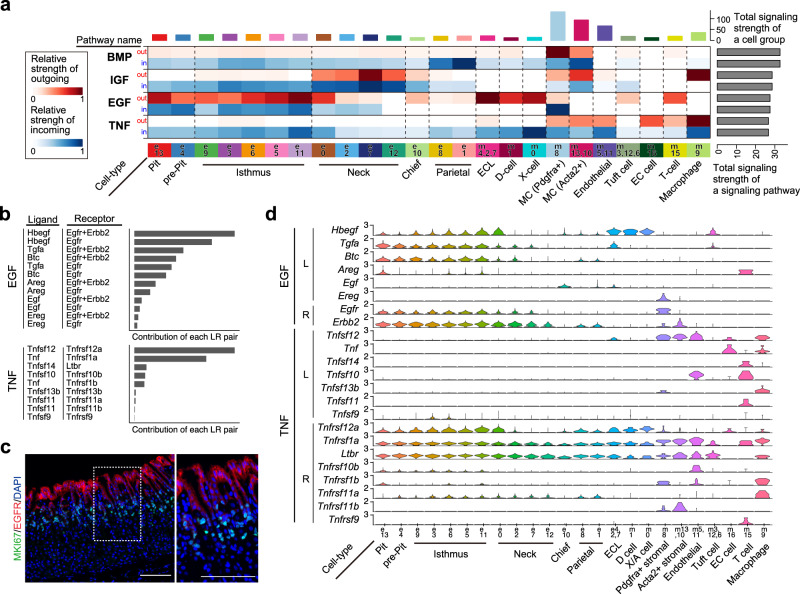
Analysis of signaling pathways and ligand-receptor interactions across gastric cell types. **a** CellChat-based analysis of outgoing and incoming signaling in each cell type. The *x*-axis indicates cell types, and the *y*-axis indicates signaling pathways. For each signaling, the outgoing signal intensity is shown in red (upper row), and the incoming signal intensity is shown in blue (lower row). **b** Relative contribution of EGF and TNF ligand-receptor pairs calculated by CellChat. **c** Immunofluorescence staining of adult mouse corpus tissues with EGFR (red), MKI67 (green), and DAPI (blue). Scale bar, 100 μm. Inset shows high-magnification image of boxed area. The image is representative of three independent experiments. **d** Expression of EGF and TNF ligands and receptors across gastric cell types.

CellChat analysis predicted various signaling pathways, including BMP, IGF, and ncWNT (Fig. 3a and Supplementary Fig. 15), although pathway enrichment analysis (Fig. 2, Supplementary Figs. 9–13) did not identify significant enrichment of these pathways. We analyzed the expression of all known ligand-receptor for these signaling pathways using our datasets (Supplementary Figs. 17–20), which suggested consistency and inconsistency with previous in vivo mouse studies^15,16,41–43^ (see “Discussion”).

### EGFR signaling promotes pit cell differentiation and suppresses neck cell fate decisions

Enrichment analysis and ligand-receptor expression profiles strongly suggested that TGFα-EGFR signaling is involved in pit cell differentiation. Therefore, we next utilized a well-established gastric organoid system^44^ with some modifications (see “Methods”) to examine the effect of this signaling on pit cell differentiation. In all analyses, corpus organoids prepared from the adult mouse stomach were used. Under our serum-free and chemically defined culture conditions, approximately half of the cells in the organoids were MKI67^+^ proliferating isthmus progenitor cells, and the other cells were immature pre-pit cells weakly expressing GKN2 (Fig. 4c and Supplementary Fig. 21a). Differentiated neck and chief cells were not observed in organoids (Supplementary Fig. 21b). Therefore, subsequent analyses primarily focused on the expression of the pit cell markers *Muc5ac*, *Gkn2*, and *Aqp3*, as well as the isthmus progenitor cell marker *Mki67*. Additionally, we analyzed the expression of *Sox9* and *Pgc*, whose expression levels gradually increased from pit to neck cells (Supplementary Figs. 6 and 7). 

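The mean of *Sox9* (chromosome 11, 112673009 to 112678586) per 10000 UMIs was 1.64 ± 0.100 in mature pit, 2.45 ± 0.401 in pre-pit, 3.25 ± 0.00729 in isthmus and 6.24 ± 0.0111 in neck cells of dataset 2 (SD, n = 2 pools). Each of these steps was larger than the SD of either type. Chief cells had 1.32 ± 0.0858 and parietal cells 1.44 ± 0.0344 per 10000 UMIs.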

Our gastric organoids could be passaged several times (Supplementary Fig. 21c) and displayed decreased expression of pit cell markers and increased expression of isthmus progenitor cell makers after serial passages (Supplementary Fig. 21d). Therefore, our culture method preferentially propagates isthmus progenitor cells but not pit cells. Culture with TGFα for 6 days significantly increased the expression of pit cell markers *Muc5ac*, *Gkn2*, and *Aqp3*, whereas the isthmus progenitor cell markers and other cell type markers *Mki67*, *Stmn1*, *Sox9*, and *Pgc* were markedly suppressed (Fig. 4a, b and Supplementary Fig. 21e), suggesting that TGFα specifically induced pit cell differentiation. Considering that the expression level of chief cell-specific markers (*Troy*, *Gif*, and *Lgr5*) was exceptionally low in our gastric organoids, the effect of TGFα on the expression of these markers was not clearly observed (Supplementary Fig. 21e). Immunofluorescence staining confirmed TGFα-induced upregulation of GKN2 expression and dramatic downregulation of MKI67 expression at the protein levels (Fig. 4c–e). In passage 1 organoids, where the isthmus progenitor cells are enriched (Supplementary Fig. 21d), TGFα similarly induced pit cell differentiation and inhibition of proliferation (Supplementary Fig. 21f, g). Although we observed a limited number of proliferative pre-pit cells, which express MKI67 and a low level of GKN2, these cells were not increased by TGFα treatment (Supplementary Fig. 21h, i). TGFα-treated organoids do not proliferate after passage (Supplementary Fig. 21j, k). All these data indicated that EGFR signaling induced pit cell differentiation but not pit cell proliferation. Conversely, treatment with the EGFR inhibitor erlotinib markedly decreased the expression of pit cell markers and increased the other cell markers, including *Mki67*, *Sox9*, and *Pgc* (Fig. 4f, g and Supplementary Fig. 22a–e), confirming the specificity of EGFR signaling-dependent pit cell differentiation. H&E staining revealed that TGFα also induced morphological changes from a thin proliferating cell to a thick cuboidal morphology (Fig. 4h, i), which is a characteristic of pit cells in vivo. Furthermore, TGFα treatment induced a defined apical-basal polarity in the differentiated gastric organoids. Mature pit cell-specific AQP3 expression was specifically observed at the basolateral membrane just below the adherens junctions stained with phalloidin (Fig. 4j and Supplementary Fig. 22f), which is consistent with the observations in mature adult pit cells in vivo.

**Fig. 4:**
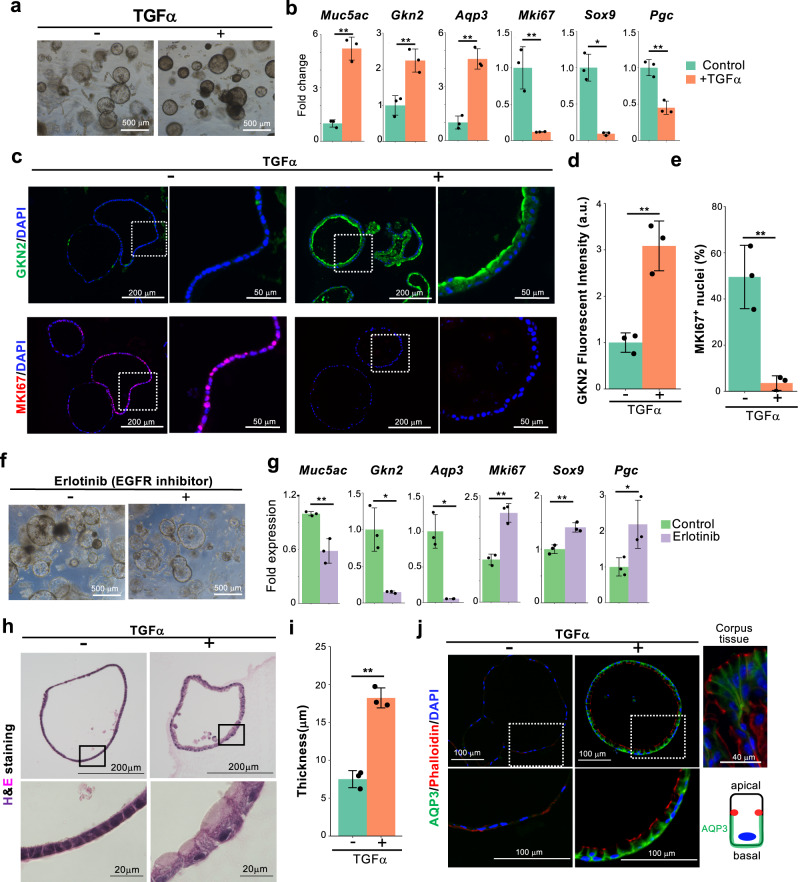
TGFα promotes pit cell differentiation. **a** Corpus organoids cultured with or without TGFα for 6 days. The images are representative of three biologically independent samples. **b** qPCR analysis of gastric epithelial cell marker expression in the corpus organoids in (**a**). Data are presented as mean ± SD (*n* = 3 biologically independent samples). **c** Immunofluorescence staining of corpus organoids in (**a**) with GKN2 (green), MKI67 (red), and DAPI (blue). High-magnification images of the dotted squares are shown on the right side. **d** Quantification of GKN2 fluorescence intensity in (**c**). Each data point represents a mean value of six pictures from three biologically independent samples. Data are presented as mean ± SD. **p = 0.0033. **e** Quantification of the percentage of MKI67^+^ cells in all DAPI^+^ cells in (**c**). Each data point represents the mean value of three pictures from three biologically independent samples. Data are presented as mean values ± SD. **p = 0.0048. **f** Corpus organoids treated with or without an EGFR inhibitor, erlotinib (0.5 µM). **g** qPCR analysis of gastric epithelial cell marker expression in the organoids in (**f**). Data are presented as mean ± SD (*n* = 3 biologically independent samples). **h** H&E staining of the organoids cultured with or without TGFα. High-magnification images of the squares are shown in the lower panels. **i** Quantification of the thickness of epithelial cells in the organoids in (**h**). Each data point represents the mean value of three pictures from three biologically independent samples. Data are presented as mean ± SD. **p = 0.0004. **j** Immunofluorescence staining of AQP3, phalloidin, and DAPI in corpus organoids cultured with or without TGFα. High-magnification images of the dotted squares are shown in the lower panels. Right upper panel, immunostaining of adult mouse corpus tissue. The lower right cartoon illustrates the location of AQP3 and phalloidin in the pit cell. The images are representative of three independent experiments. Source data are provided as a Source Data file. Significance was calculated by two-tailed Student’s *t*-tests for samples with equal variances or two-sided Welch’s *t*-tests for samples with unequal variances. *p < 0.05; **p < 0.01.

A previous study reported that pit cell differentiation was induced by decreasing Wnt3a in culture^45^. The major difference between their culture method and ours is that they used Wnt3a conditioned medium (Wnt3a-CM), and we used recombinant Wnt3a protein (rWnt3a) (Supplementary Fig. 22g). Therefore, we compared the effects of Wnt3A-CM and rWnt3A on the expression of pit, neck, and chief cell markers. The expression level of pit cell markers was quite low in Wnt3a-CM compared to that in rWnt3a (Supplementary Fig. 22h). Importantly, EGF induced the expression of pit cell markers *Muc5ac* and *Gkn2* in rWnt3A medium, but not in Wnt3a-CM medium. In addition, *Muc6* and *Lgr5* expression levels were more than 100-fold higher in cultures with Wnt3a-CM than in cultures with rWnt3a. Collectively, Wnt3a-CM induced an increase in the expression of neck and chief cell markers and strongly suppressed pit cell differentiation in cultures compared to that by rWnt3a, leading to a different response to EGFR signaling activation.

### NF-κB signaling suppresses the differentiation of isthmus progenitor cells

The enrichment analysis demonstrated the downregulation of TNF-NF-κB signaling during pit cell differentiation (Fig. 2f), suggesting the possibility that TNF-NF-κB signaling regulates isthmus progenitor cells. The previous study reported that IKKβ/NF-κB signaling plays an inhibitory role in *Helicobacter* infection-induced apoptosis and necrosis^46^. However, the role of NF-κB signaling in homeostasis remains elusive. As our ligand-receptor analysis by CellChat identified *Tnfsf12-Tnfrsf12a* as one of the major TNF signaling drivers in isthmus progenitor cells (Fig. 3b, d), we treated gastric organoids with this ligand. TNFSF12 treatment strongly induced the expression of *Mki67*, *Sox9*, and *Pgc* and downregulated pit cell markers (Fig. 5a, b and Supplementary Fig. 23a). Immunofluorescence staining confirmed the increased expression of MKI67, SOX9, and NF-κB in TNFSF12-treated gastric organoids, though GKN2 protein expression displayed no significant change (Fig. 5c, d and Supplementary Fig. 23b, c). Notably, most of the SOX9^+^ cells in the TNFSF12-treated gastric organoids were MKI67^+^ (Fig. 5c), suggesting the role of TNFSF12 in maintaining the MKI67^+^/SOX9^+^ progenitor cells.

**Fig. 5:**
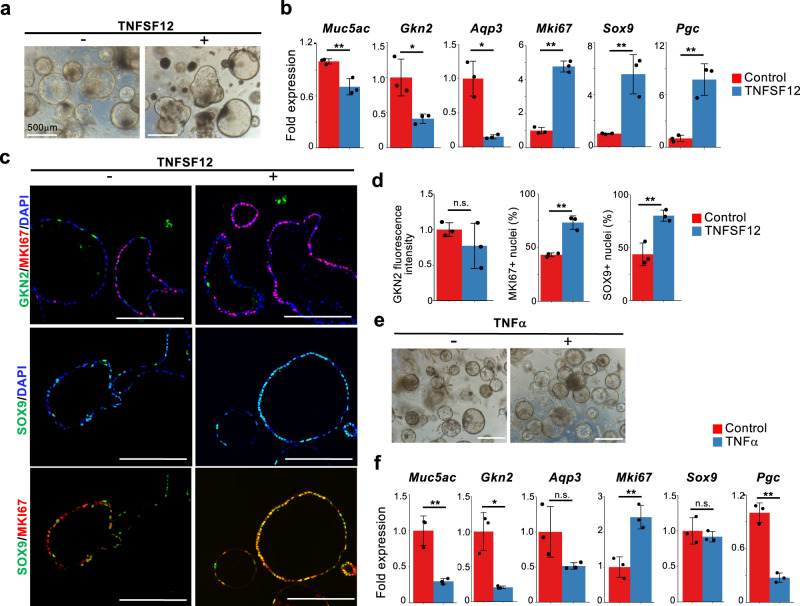
TNFSF12 and TNF maintain isthmus progenitor cells in the undifferentiated state. **a** Corpus organoids cultured in the presence or absence of 100 ng/mL TNFSF12 for 6 days. **b** qPCR analysis of gastric epithelial cell marker expression in gastric organoids in (**a**). Data are presented as mean fold changes ± SD (*n* = 3 biologically independent samples). **p = 0.0068 for *Muc5ac*; *p = 0.0197 for *Gkn2*; *p = 0.0271 for *Aqp3*; **p < 0.0001 for *Mki67*; **p = 0.00463 for *Sox9*; **p = 0.0032 for *Pgc*. **c** Immunofluorescence staining of corpus organoids in (**a**) with GKN2 (green), SOX9 (green), MKI67 (red), and DAPI (blue). Scale bar, 200 µm. **d** Quantification of GKN2 fluorescence intensity and percentage of nuclear MKI67^+^ and SOX9^+^ in all DAPI^+^ cells of the gastric organoids in (**c**). Each data point represents the mean value of ten organoids. Data are presented as mean fold changes ± SD (*n* = 3 biologically independent samples). **p = 0.0013 for MKI67^+^ nuclei; **p = 0.0060 for SOX9^+^ nuclei. **e** Corpus organoids cultured in the presence or absence of 100 ng/mL TNFα. Scale bar, 500 µm. **f** qPCR analysis of gastric epithelial cell marker expression in the gastric organoids in (**e**). Data are presented as mean fold changes ± SD (*n* = 3 biologically independent samples). **p = 0.0042 for *Muc5ac*; *p = 0.0369 for *Gkn2*; **p = 0.0058 for *Mki67*; **p = 0.0005 for *Pgc*. Source data are provided as a Source Data file. Significance was calculated by two-tailed Student’s *t*-tests for samples with equal variances or two-sided Welch’s *t*-tests for samples with unequal variances. *p < 0.05; **p < 0.01; n.s. (not significant). Data of the control samples are also presented in Fig. 4b.

In addition to *Tnfsf12-Tnfrsf12a*, CellChat also identified *TNF-Tnfrsf1a* (Fig. 3b, d) as a major contributor to TNF signaling. Similar to TNFSF12, TNFα treatment increased the expression of progenitor cell markers and decreased the expression of pit cell markers (Fig. 5e, f, Supplementary Fig. 23d–h), although *Sox9* expression showed no significant change. Collectively, TNFSF12 and TNFα maintained the undifferentiated state of isthmus progenitor cells.

In contrast, treatment with the NF-κB inhibitor QNZ increased the expression of pit cell markers and suppressed the expression of *Mki67* (Fig. 6a, b and Supplementary Fig. 24a). Similar gene expression changes were induced by other NF-κB inhibitors, including sodium salicylate (NaSal) and MG132, albeit at different level (Fig. 6c, d and Supplementary Fig. 24b–d). Immunofluorescence analysis confirmed that NaSal increased GKN2 expression at the protein level and decreased the number of MKI67^+^ cells and SOX9^+^ cells (Fig. 6e, f). Although QNZ and NaSal increased the mRNA expression of *Pgc*, its protein expression was not detected (Fig. 6b, d and Supplementary Fig. 24e). These data indicate that NF-κB signaling negatively regulates pit cell differentiation and maintains the isthmus progenitor cells in an undifferentiated state. To further examine whether TNFSF12- and TNFα-mediated maintenance of gastric progenitor cells is mediated by NF-kB, gastric organoids were treated with QNZ in the presence of TNFSF12 or TNFa. QNZ treatment abrogated TNFSF12- and TNFα-mediated decreases in pit cell markers and increases in *Mki67* expression (Supplementary Fig. 24 f–i), suggesting that NF-κB is one of the downstream effectors of TNFSF12 and TNFα-dependent maintenance of isthmus progenitor cells. Despite the consistent effects of TNFSF12, TNFα, and QNZ on the expression of *Mki67* and pit cell markers, their actions on *Sox9* and *Pgc* were inconsistent, suggesting that additional downstream factors may be involved in the regulation of these genes.

**Fig. 6:**
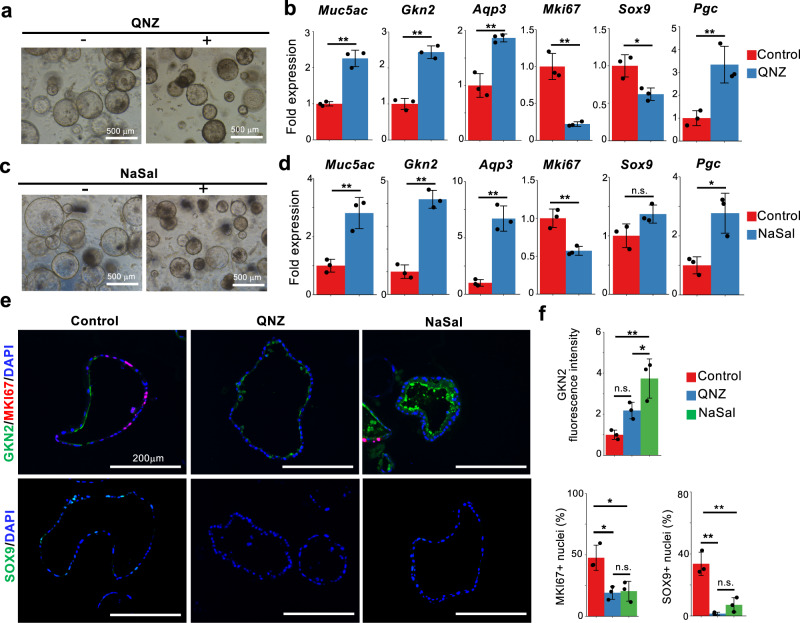
NF-κB inhibition induces pit cell differentiation. **a** Corpus organoids cultured in the presence or absence of a NF-κB inhibitor, QNZ (16 nM). **b** qPCR analysis of gastric epithelial cell marker expression in gastric organoids in (**a**). Data are presented as mean fold changes ± SD (*n* = 3 biologically independent samples). **p = 0.0007 for *Muc5ac*; **p = 0.0004 for *Gkn2*; **p = 0.0027 for *Aqp3*; **p = 0.0016 for *Mki67*; *p = 0.0182 for *Sox9*; **p = 0.0094 for *Pgc*. **c** Corpus organoids cultured in the presence or absence of an NF-κB inhibitor, NaSal (1.25 mM). **d** qPCR analysis of gastric epithelial cell marker expression in gastric organoids in (**c**). Data are presented as mean fold changes ± SD (*n* = 3 biologically independent samples). **p = 0.0056 for *Muc5ac*; **p = 0.0003 for *Gkn2*; **p = 0.0010 for *Aqp3*; **p = 0.0054 for *Mki67*; *p = 0.0141 for *Pgc*. **e** Immunofluorescence staining of corpus organoids with GKN2 (green), MKI67 (red), SOX9 (green), and DAPI (blue). The corpus organoids were cultured with or without QNZ or NaSal. Scale bar, 200 µm. **f** Quantification of GKN2 fluorescence intensity and the percentage of MKI67^+^ and SOX9^+^ cells in the gastric organoids in (**e**). Each data point represents the mean value of at least ten organoids from three biologically independent samples. Data are presented as mean fold changes ± SD. NaSal vs Control **p = 0.0037, QNZ vs Control *n.s*., QNZ vs NaSal *p = 0.0473 for GKN2 fluorescence intensity; *p = 0.0150, *p = 0.0121, *n.s*. for MKI67^+^ nuclei; **p = 0.0017, **p = 0.0006, *n.s*. for SOX9^+^ nuclei. Source data are provided as a Source Data file. Significance was calculated by two-tailed Student’s *t*-tests for samples with equal variances or two-sided Welch’s *t*-tests for samples with unequal variances in (**b**) and (**d**); significance was determined by one-way ANOVA followed by Tukey’s test in (**f**). *p < 0.05; **p < 0.01; n.s. not significant.

### Downstream mediators of TGFα-mediated pit cell differentiation

We further explored the downstream effectors of EGFR signaling responsible for pit cell differentiation. A pseudotime analysis revealed that the term “actin filament organization” was enriched in pit cell-related genes (Fig. 2e) and that the expression of actin cytoskeleton-related genes, including the subunits of the ARP2/3 complex (*Aprc1a*, *Arpc1b*, *Arpc2*, *Arpc3*, *Arpc4*, and *Arpc5*), were upregulated during pit cell differentiation (Supplementary Data 1). 

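The 6 genes of ARP2/3 subunits that the paper names were compared between mature pit and isthmus cells of dataset 2. The paper names them because they rose toward pit cells in this same dataset. Their rise here is therefore not an independent test, and other subunits were not in the list. Dataset 1, where the list was also higher, is a separate set of cells. All 6 were higher in mature pit cells with an adjusted p under 0.05, also when adjusted over the list alone, and their median log2 fold change was 0.61. *Arpc1b* (chromosome 5, 145051025 to 145067515) rose from 77.3 ± 4.75 to 115 ± 12.0 CPM (SD, n = 2 pools), a log2 fold change of 0.58 (standard error 0.13, Benjamini-Hochberg adjusted p = 0.00325, edgeR's quasi-likelihood test). The log2 fold change was 0.73 for *Arpc2* (chromosome 1, 74272190 to 74307373), 0.85 for *Arpc3* (chromosome 5, 122529941 to 122552247), 0.40 for *Arpc4* (chromosome 6, 113355059 to 113367409) and 0.63 for *Arpc5* (chromosome 1, 152642292 to 152651348). *Arpc1a* (chromosome 5, 145020600 to 145045572) rose least, by 0.27 (standard error 0.08, Benjamini-Hochberg adjusted p = 0.0136, edgeR), and had an adjusted p of 0.341 without a filter on low counts. The set was higher in the camera test (p = 0.00417) and the fry test (p = 0.00196), but not with a correlation between genes estimated from the residuals (p = 0.186).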

Consistent with this, the ARP2/3 inhibitor CK666 completely blocked TGFα-dependent cell morphological changes; gastric organoids treated with CK666 exhibited an undifferentiated state-specific thin epithelial cell layer, even after treatment with TGFα (Fig. 7a–c). Intriguingly, CK666 downregulated the expression of the pit cell markers and upregulated the expression of *Mki67* and *Sox9* (Fig. 7d). These data suggest that ARP2/3-mediated actin cytoskeletal organization participates in the morphological changes and possibly gene expressions during pit cell differentiation.

**Fig. 7:**
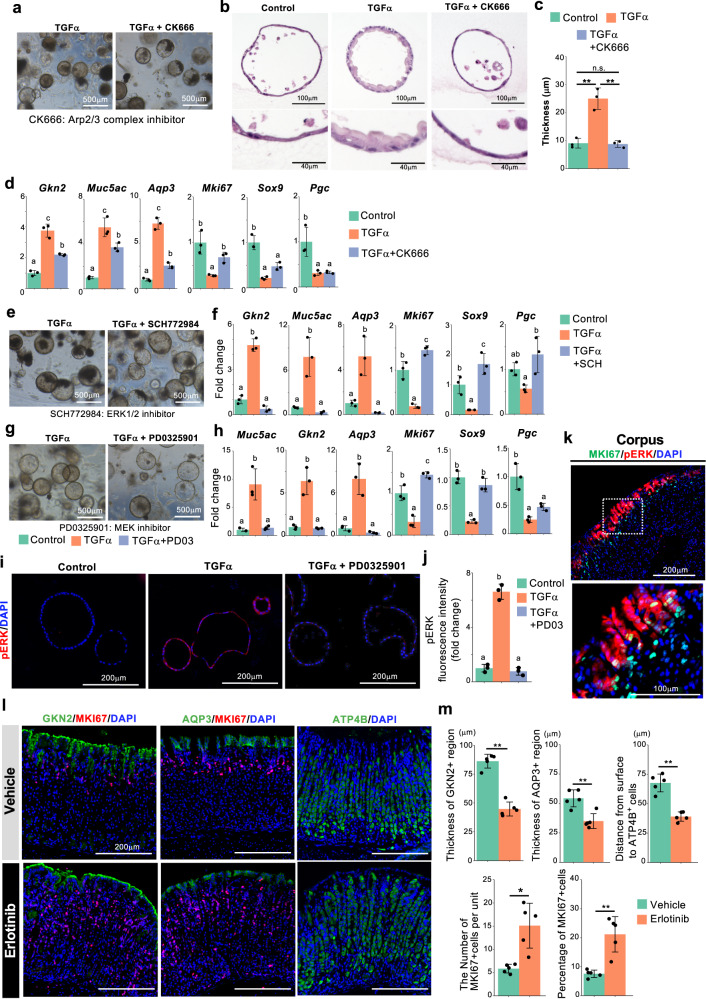
ERK is a downstream effector of TGFα-mediated pit cell differentiation. **a** Corpus organoids cultured in the presence of TGFα with or without CK666. The images are representative of three biologically independent samples. **b** H&E staining of the organoids in (**a**). Insets show high-magnification images of boxed areas. **c** Quantification of the thickness of the cells in the organoids in (**b**). Data are presented as mean ± SD (each data point represents the mean value of six pictures from *n* = 3 biologically independent samples). **d** qPCR analysis of gastric epithelial cell marker expression in the organoids in (**a**). Data are presented as mean ± SD (*n* = 3 biologically independent samples). **e** Corpus organoids cultured in the presence of TGFα with or without SCH772984. **f** qPCR analysis of gastric epithelial cell marker expression in gastric organoids in (**e**). Data are presented as mean ± SD (*n* = 3 biologically independent samples). **g** Corpus organoids cultured in the presence of TGFα with or without PD0325901. **h** qPCR analysis of gastric epithelial cell marker expression in gastric organoids in (**g**). Data are presented as mean ± SD (*n* = 3 biologically independent samples). **i** Immunofluorescence staining of corpus organoids with pERK and DAPI. Corpus organoids were treated with or without TGFα and PD0325901. **j** Quantification of of pERK fluorescence intensity in (**i**). Data are presented as mean ± SD (*n* = 3 biologically independent samples). Each data point represents the mean value of at least ten organoids. **k** Immunofluorescence staining of adult mouse corpus tissues with MKI67 (green), pERK (red), and DAPI (blue). A high-magnification image of the dotted square is shown in the lower panel. Images are representative of four independent experiments. **l** Immunofluorescence images of GKN2 (green), ATP4B (green), and MKI67 (red) in the corpus tissues of the mice treated with erlotinib or vehicle. **m** Quantification of the corpus tissues in (**l**). The lengths of GKN2^+^ and AQP3^+^ regions in each gastric unit, the distance from the luminal surface to the upper end of ATP4B^+^ parietal cells, and the number and percentage of MKI67^+^ cells were measured. Each data point represents the mean value of at least 40 gastric units. Data are presented as mean ± SD (*n* = 5 mice). Source data are provided as a Source Data file. Significance was calculated by two-tailed Student’s *t*-tests for samples with equal variances or two-sided Welch’s *t*-tests for samples with unequal variances in (**m**); significance was calculated by one-way ANOVA followed by Tukey’s post hoc test at the 0.05 significance level in (**c**), (**d**), (**f**), (**h**), and (**j**). *p < 0.05; **p < 0.01.

The MAPK signaling pathway was also enriched in pit cell differentiation-related genes (Fig. 2e). To examine whether the MAPK pathway is a responsible downstream pathway of TGFα-mediated pit cell differentiation, we treated the gastric organoids with ERK and MEK inhibitors in the presence of TGFα. The ERK inhibitor SCH772984 completely inhibited the expression of pit cell markers and recovered the expression of *Mki67* and *Sox9* (Fig. 7e, f, Supplementary Fig. 25a). Similar to SCH772984, a MEK inhibitor, PD0325901, also suppressed TGFα-mediated gene expression changes (Fig. 7g, h, Supplementary Fig. 25b). Immunofluorescence staining confirmed that PD0325901 suppressed TGFα-induced ERK phosphorylation in the gastric organoids (Fig. 7i, j). Interruption of the other EGFR downstream component STAT3 with Stattic did not affect the expression of pit cell markers in the presence of TGFα (Supplementary Fig. 25c, d), indicating that ERK but not STAT3 is one of the major downstream effectors of TGFα-EGFR-mediated pit cell differentiation in vitro. Immunofluorescence staining of mouse adult corpus tissues confirmed that phosphorylated ERK was specifically detected in mature pit cells and pre-pit cells (Fig. 7k and Supplementary Fig. 25e), indicating that ERK is specifically activated during pit cell differentiation in vivo.

To confirm EGFR signaling-dependent pit cell differentiation in vivo, wild-type mice were administered the EGFR inhibitor erlotinib via oral gavage for 2 weeks, and their stomach tissue was analyzed by immunofluorescence staining. Erlotinib markedly decreased the thickness of GKN2- and AQP3-expressing pit cell region, leading to the luminal shift of parietal cells (Fig. 7l, m). Conversely, the number of MKI67^+^ cells significantly increased in the mice treated with erlotinib (Fig. 7l, m). These in vivo data further support our in silico and gastric organoid data that EGFR signaling induces pit cell differentiation.

Cumulatively, these in vitro and in vivo experiments validated the in silico-predicted molecular mechanism for gastric epithelial cell differentiation. The EGFR signaling pathway promotes the differentiation of isthmus progenitor cells toward pit cells and concomitantly induces morphological changes, and the NF-κB signaling pathway serves as an anchor for the maintenance of isthmus progenitor cells.

## Discussion

EGFR signaling has been extensively studied in the context of gastric cancers with several EGF receptors, such as HER2 (Erbb2) and EGFR, which are found to be frequently overexpressed due to copy number amplification^47^. In addition, ERK signaling has previously been shown to be involved in atrophy-induced progenitor cell expansion^48^. Therefore, it was unexpected that our single-cell analysis of healthy gastric glands identified EGFR signaling as a differentiation-promoting factor rather than a mitogenic factor. Here, we propose a regulatory mechanism for healthy gastric gland homeostasis. EGFR-ERK signaling promotes the differentiation of isthmus progenitor cells toward pit cells, whereas TNFSF12-NF-κB signaling maintains the isthmus progenitor cells in an undifferentiated state. It would be interesting to examine how NF-κB signaling inhibits EGFR-MAPK signaling to maintain the balance between self-renewal and differentiation of gastric progenitor cells in future studies.

Increased production of TGFα in the gastric mucosa of Ménétrier’s disease has been reported^49^. Consistent with this, TGFα-overexpressing mice recapitulated the characteristics of Ménétrier’s disease, such as substantial pit cell hyperplasia and a marked reduction of parietal cells and chief cells^19,20,50^. Based on these findings, TGFα signaling has been assumed to be a mitogenic factor that promotes pit cell proliferation^51^. In this study, our single-cell RNA-seq data, organoid-based assay, and in vivo assay clearly indicated that TGFα-EGFR-ERK signaling promotes pit cell differentiation but inhibits pit cell proliferation under healthy gastric gland homeostasis. An early study reported the expressions of TGFα and its receptor transcripts in parietal cell-enriched fractions by northern blotting^52^. However, our single-cell data clearly showed that EGF ligands (*Tgfα*, *Areg*, *Btc*, and *Hbegf*) and receptors (*Egfr* and *Erbb2*) are mostly expressed in the pit cell lineage but rarely in the parietal cells (Fig.3a, d). 

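Pit cells (mature and pre-pit) and parietal cells were each compared with the mean of the other epithelial types of dataset 2, in edgeR's quasi-likelihood test. In pit cells the log2 fold change of *Tgfa* was 2.42 (standard error 0.10, adjusted p = 1.00e-10), of *Areg* 3.43 (standard error 0.64, adjusted p = 4.32e-04), of *Egfr* 1.46 (standard error 0.09, adjusted p = 1.70e-08) and of *Erbb2* 1.23 (standard error 0.06, adjusted p = 2.06e-09) (edgeR, Benjamini-Hochberg adjustment). *Btc* had a log2 fold change of 1.29 (standard error 0.09, adjusted p = 5.71e-08), while *Hbegf*, which also differed between the pools, was lower in pit cells at -1.11 (standard error 0.35, adjusted p = 0.0152), in edgeR with Benjamini-Hochberg adjustment. For *Btc*, pre-pit cells ranked first by the mean over cells and mature pit cells by the share of cells with a UMI. Isthmus cells ranked first for *Btc* by summed UMIs and by the share of cells with at least 2 UMIs. Most *Areg* UMIs of mature pit cells came from pool T. Within the pit lineage its log2 fold change between mature and pre-pit cells was 2.67 (standard error 0.72, Benjamini-Hochberg adjusted p = 0.0312, edgeR). DESeq2 did not call this difference (Benjamini-Hochberg adjusted p = 0.145, Wald test). In parietal cells *Egfr* was lower by a log2 fold change of -1.54 (standard error 0.12, adjusted p = 4.01e-08), *Erbb2* of -0.89 (standard error 0.08, adjusted p = 1.53e-07) and *Tgfa* of -2.29 (standard error 0.15, adjusted p = 6.34e-09) (edgeR, Benjamini-Hochberg adjustment). *Btc* had one of -0.59 (standard error 0.10, Benjamini-Hochberg adjusted p = 1.76e-04, edgeR) there. *Hbegf* was at -0.92 (standard error 0.35, Benjamini-Hochberg adjusted p = 0.0323, edgeR). DESeq2 did not call *Hbegf* (Benjamini-Hochberg adjusted p = 0.0859, Wald test). *Areg* did not pass in parietal cells (-3.28, standard error 1.80, Benjamini-Hochberg adjusted p = 0.123, edgeR), but passed with the pool as a block (0.0361).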

Our enrichment analysis showing downregulation of EGFR signaling during parietal cell differentiation in healthy gastric glands (Supplementary Fig. 12d) may explain the loss of parietal cell phenotypes in Ménétrier’s disease patients, where TGFα is overexpressed. These detailed datasets in healthy gastric glands will help to understand the disease phenotypes in future studies.

Previous studies have reported single-cell transcriptomic analyses of gastric cells^12,42,53,54^. In this study, we leveraged the power of Quartz-Seq2, which has an extremely high gene detection rate with no prominent batch effect (Supplementary Fig. 2). The average gene count in our analysis was 6013 (dataset 1) and 6270 (dataset 2), which is three times higher than the previous 10X Genomics-based study, with an average of 1923 genes^53^. In addition, our reanalysis showed that the average number of detected genes in the recent study^54^ was 3474 (Supplementary Fig. 2e), which indicates the high number of detected genes in our datasets. This allowed us to perform enrichment analysis using a considerable number of marker genes. We were also able to capture pseudotime estimation using the FateID algorithm and identify the regulatory pathways of gastric epithelial cell differentiation processes in unprecedented detail.

CellChat and ligand-receptor expression analyses identified cell–cell communication between key signaling pathways. 

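*Bmpr1b* (chromosome 3, 141542897 to 141875323), *Bmpr2* (chromosome 1, 59802544 to 59918173) and *Acvr2a* (chromosome 2, 48703743 to 48793283) encode receptors of bone morphogenetic proteins. In parietal cells of dataset 2 they were at 0.586 ± 0.0895, 0.796 ± 0.0291 and 0.794 ± 0.114 per 10000 UMIs (SD, n = 2 pools). The log2 fold change of parietal cells over the other epithelial types was 7.50 (standard error 0.24, adjusted p = 3.87e-12) for *Bmpr1b*, 1.62 (standard error 0.07, adjusted p = 4.68e-11) for *Bmpr2* and 1.91 (standard error 0.09, adjusted p = 3.31e-10) for *Acvr2a*, in edgeR with Benjamini-Hochberg adjustment. *Bmpr2* was at 5.50 per 10000 UMIs in endothelial-like and 2.55 in *Acta2* stromal-like cells, and *Bmpr1b* at 0.979 in the latter.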

In this study, CellChat data suggested parietal cells, which highly express *Bmpr1b*, *Bmpr2*, and *Acvr2a*, as the prominent receivers of BMP ligands (Fig. 3a and Supplementary Fig. 19c). These data are consistent with the loss of parietal cell phenotype observed in parietal cell-specific NOGGIN transgenic mice^15^. 

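*Shh* (chromosome 5, 28661813 to 28672254) was at 1.55 ± 0.0398 per 10000 UMIs in mature pit, 0.386 ± 0.0660 in pre-pit and 0.138 ± 0.0217 in isthmus cells of dataset 2 (SD, n = 2 pools), and at 0.00939 ± 0.00337 in parietal cells. It was detected in 84.3% of mature pit and 3.42% of parietal cells. Its log2 fold change of pit cells over the other epithelial types was 4.55 (standard error 0.12, Benjamini-Hochberg adjusted p = 2.76e-12, edgeR's quasi-likelihood test).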

Although previous studies reported that SHH is expressed in parietal cells^41,55^, our single-cell analysis and CellChat results suggested that SHH ligands are secreted from pit and isthmus progenitor cells and act primarily on the receptor-expressing stromal cells (Supplementary Figs. 17b and 20b). Therefore, enhanced gastric epithelial proliferation induced by the SHH signaling inhibitor cyclopamine^55^, as well as the pit cell hyperplasia and hypochlorhydria in parietal-specific SHH KO mice, might be explained by the defects in the SHH-responsive stromal cells. CellChat analysis also suggested that IGF signaling is activated in the neck cells in an autocrine manner and a paracrine manner from stromal cells (Fig. 3a and Supplementary Figs. 17a and 19a). 

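*Igf1* (chromosome 10, 87693642 to 87772904) was at 1.03 ± 0.240 per 10000 UMIs in neck and 0.802 ± 0.00797 in chief cells of dataset 2 (SD, n = 2 pools), and at 4.72 in *Acta2* and 3.08 in *Pdgfra* stromal-like cells. Macrophage-like cells had 4.80 per 10000 UMIs. Its receptor gene *Igf1r* (chromosome 7, 67601518 to 67883416) was at 1.34 ± 0.128 in neck cells, the highest of the epithelial types, and at 2.07 in *Pdgfra* stromal-like cells. The log2 fold change of neck cells over the other epithelial types was 2.45 (standard error 0.17, adjusted p = 8.38e-08) for *Igf1* and 1.35 (standard error 0.10, adjusted p = 2.62e-07) for *Igf1r* (edgeR, Benjamini-Hochberg adjustment). *Igfbp2* (chromosome 1, 72863606 to 72891634), which encodes an IGF binding protein, was at 7.66 ± 0.325 per 10000 UMIs in parietal cells, with a log2 fold change of 8.23 (standard error 0.11, Benjamini-Hochberg adjusted p = 1.14e-15, edgeR) over the other epithelial types.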

A previous study suggested autocrine and negative paracrine regulation of IGF signaling based on the expression of *Igf1* and *Igf1r* in gastric progenitors and of its negative regulator *Igfbp2* in parietal cells^43^. It would be interesting to analyze how parietal cells affect neck cell differentiation via IGF signaling regulation.

We identified several transcription factors that were enriched in specific lineages of gastric epithelial cells. For example, *Pparg*, *Pbx1*, and *Ybx2* were enriched in the pit, neck, and parietal cell lineages, respectively (Fig. 2d and Supplementary Figs. 10c and 12c). However, the precise functions of these factors in gastric epithelial cell differentiation have not yet been elucidated. 

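*Pparg* and *Ybx2* were each compared between their lineage and the mean of the other epithelial types of dataset 2, in edgeR's quasi-likelihood test. *Pparg* had a log2 fold change of 2.52 (standard error 0.17, adjusted p = 3.21e-08) in pit cells and *Ybx2* of 6.71 (standard error 0.15, adjusted p = 7.56e-14) in parietal cells, in edgeR with Benjamini-Hochberg adjustment. *Pparg* was at 106 ± 28.2 CPM in mature pit and 2.38 ± 0.993 CPM in chief cells (SD, n = 2 pools).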

Previous research demonstrated that PPARγ plays a role in anti-inflammatory responses by inhibiting inflammatory genes, including NF-κB^56^, suggesting that PPARγ may promote pit cell differentiation by inhibiting NF-κB. Although *Pbx1* knockout mice show diminished proliferation and accelerated differentiation of chondrocytes, leading to defects in endochondral bone development^57^, the role of PBX1 in the stomach remains unclear. *Ybx2* is primarily expressed in germ cells^58^, and inactivation of YBX2 leads to infertility^59,60^. In addition, YBX2 has been shown to control the activation of brown adipocyte tissue by stabilizing mRNAs encoding proteins involved in mitochondrial function^61^, suggesting that YBX2 may regulate mitochondrial biogenesis during parietal cell differentiation. Further investigation is required to confirm the specific roles of these lineage-enriched transcription factors in gastric epithelial cell differentiation.

A recent study reported the Iqgap3-Ras-Erk axis-dependent proliferation of isthmus progenitor cells^26^. Our single-cell RNA-seq data confirmed the preferential expression of *Iqgap3* in progenitor cells (Supplementary Fig. 4b). 

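*Iqgap3* was at 0.715 ± 0.0648 per 10000 UMIs in isthmus cells of dataset 2 (SD, n = 2 pools), where 57.2% of cells had a UMI of it. Pre-pit cells, the next highest epithelial type, had 0.0322 ± 0.0103 per 10000 UMIs, and parietal cells, in which 3.56% had a UMI, 0.0114 ± 0.00256.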

In our study, however, ERK regulates pit cell differentiation rather than progenitor cell proliferation. It would be interesting to examine how IQGAP3 knockout affects pERK level and pit cell differentiation under in vivo normal homeostasis.

In conclusion, our analysis revealed the roles of TGFα-EGFR-ERK signaling in pit cell differentiation and TNFSF12-NF-kB signaling in isthmus progenitor cell maintenance in healthy gastric gland homeostasis. Further exploration of neck and parietal cell differentiation processes will lead to a deeper understanding of the mechanisms underlying multilineage differentiation of isthmus progenitor cells.

Certain limitations were noted in this study. Although our in silico analysis inferred various signaling networks, we did not validate the signaling pathways involved in neck and parietal cell differentiation. In our gastric organoids, the differentiated neck cell marker lectin GS-II and the parietal cell marker ATP4B were not detected. Previous studies have shown that chief cells can be cultured in gastric organoids^14,62^, but there is no efficient protocol for inducing fully differentiated parietal cells in gastric organoids. The establishment of culture methods, such as a sophisticated microchip system suitable for parietal cell differentiation, will be needed to analyze the differentiation mechanisms of these lineages.

## Methods

### Ethics approval

All animal experiments were performed according to the procedures approved by the animal welfare and ethical review panel of the Nara Institute of Science and Technology (approval number 1702 and 2201) and the RIKEN Animal Experiment Committee.

### Cell isolation for the single-cell analysis

Glandular stomach tissue was isolated from 10-week-old C57BL/6J mice. Briefly, mice were euthanized by cervical dislocation. The isolated stomach was opened by sagittal dissection and rinsed with phosphate-buffered saline (PBS). Gastric unit layers were separated from muscle layers using forceps under a stereoscopic microscope. For dataset 1, corpus and antrum gastric units were treated with 4 mg/mL pronase (Roche, Basel, Switzerland)/PBS at 37 °C for 5 min and then with 0.4 U/mL collagenase (SERVA)/HBSS (Gibco) at 37 °C for 15 min to weaken cell–cell attachment. The clamps of gastric units were washed on a 20-µm cell strainer (pluriSelect, Leipzig, Germany) and treated with 2 mg/mL pronase at 37 °C for 15 min. The dissociated cell suspension was filtered sequentially through 20-µm and 6-µm cell strainers. The single cells retained on the 6-µm cell strainers were resuspended in 0.1% BSA/PBS (Cell-1). The aggregated cells on the 20-µm cell strainer were treated with 0.1 mg/mL DNaseI (Roche) and filtered again through a 6-µm cell strainer. The single cells retained on the filter were resuspended in 0.1% BSA/PBS (Cell-2). The mixture of Cell-1 and Cell-2 was stained with PI and used for single-cell sorting. For dataset 2, only corpus gastric units were isolated with some modification as follows: In the first dissociation step, gastric units were treated with 0.4 U/mL collagenase 37 °C for 15 min and then treated with 4 mg/mL pronase/PBS at 37 °C for 5 min. After the resuspension in 0.1% BSA/PBS, the isolated cells were stained with Hoechst 33432 and then with TO-PRO-3 in order to remove cellular debris and dead cells using cell sorting. In both datasets, the biological replicate samples were isolated from three different mice by two different operators (Fig. 1b).

### Generation of single-cell RNA-seq data

Single-cell RNA-seq was performed using Quartz-Seq2 according to the previously described methods^24^ using v3.1 or v3.2a RT primers, which have 384 unique cell barcodes with a length of 14 or 15 nucleotides. Single cells were isolated in 384-well PCR plates with 1 µL of lysis buffer using the MoFlo Astrios EQ Cell Sorter (Beckman Coulter, Brea, CA, USA). In dataset 1, PI-positive dead cells were removed, and the singlet gate population was sorted (Supplementary Fig. 1a). In dataset 2, after TO-PRO-3-positive dead cells and Hoechst33432-negative cell debris were removed, the singlet gate population was sorted (Supplementary Fig. 1b). The removal of cell debris and cell aggregates were confirmed by the phase contrast microscope (Supplementary Fig. 1c). Summit software (V6.3.0.16900) was used for flow cytometry data collection and data visualization. A DNA sequencing library was prepared from six 384-well PCR plates (2304 wells) in dataset 1 and 12 plates (4608 cells) in dataset 2. The sequencing library was analyzed using the NextSeq 500/550 High Output v2 Kit (75 cycles) (Illumina). Sequence specification was as follows: Read1, 22 or 23 cycles; Index1, 6 cycles; and Read2, 64 or 63 cycles. To obtain the digital expression matrix, fastq files were processed using Drop-seq tools (version 2.4.1), FASTX-Toolkit (version 0.0.14), STAR (version 2.7.8a.), and correct_barcode.py^63^. The GRCm39 primary genome assembly reference genomes and Gencode Release M27 (GRCm39) were used.

### Quality control

If the detected gene count was less than 2500, the cell was defined as low-quality and excluded from further analyses. Approximately 78 and 13% of the cells were removed from datasets 1 and 2, respectively (Supplementary Fig. 2a, c). 

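In dataset 1, 1812 of the wells had fewer than 2500 detected genes, 78.6% ± 5.16 (SD, n = 2 pools), against 615 wells of dataset 2, 13.3% ± 2.85. The plates of the datasets did not overlap, since between 82.3% and 93.0% of wells were kept per plate in dataset 2. Asking for 2 UMIs in each detected gene, the alternative that moved these shares most, removed 84.9% and 25.5%. The datasets also differed in the tissue used and in the order of the enzyme steps. The paper reasons that debris is hard to tell from small cells by light scattering and takes up little propidium iodide, and proposes that debris in the wells caused the high share of low-quality cells in dataset 1, which the Hoechst gate of dataset 2 reduced.

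**Figure D6:**
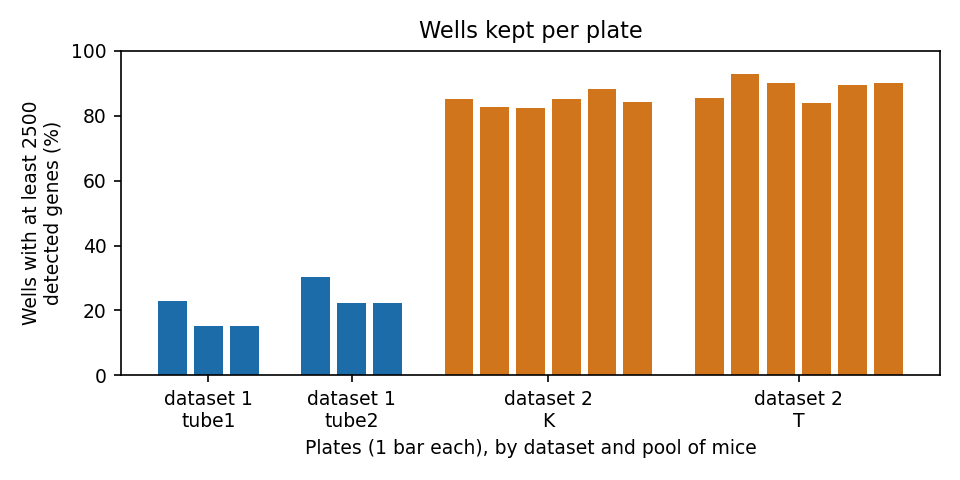
Share of the 384 wells of each plate with at least 2500 detected genes, in percent, with 1 bar per plate. The 6 plates of dataset 1 lie below 30.2% or at it and the 12 plates of dataset 2 at or above 82.3%.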

Cell populations isolated from tissues contained cells of various sizes and cell debris (Supplementary Fig. 1c). It is difficult to distinguish between small cells and cell debris based on light scattering alone in a cell-sorter. In addition, cell debris cannot be separated by the signal intensity of PI dye because cell debris is not easily stained by the PI dye. Therefore, the high percentage of low-quality cells in dataset 1 might be due to the contamination by cellular debris. In dataset 2, isolated cells were stained with Hoechst 33432, and cellular debris (Hoechst 33432-negative population) was removed at the cell sorting steps, which improved the percentage of the cells that passed the quality control. After the removal of low-quality cells, the average gene count per cell is 6013 in dataset 1 and 6270 in dataset 2 (Supplementary Fig. 2b, d). 

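Over the cells the authors kept, the mean number of detected genes was 6013 in dataset 1, with an SD of 331 over its 2 pools (6287 and 5819), and 6270.3 in dataset 2, with an SD of 49.4 over its pools. The difference between the datasets is smaller than the SD between the pools of dataset 1. Counting a gene as detected from 2 UMIs gave means of 4541 and 4096 in the cells that then passed.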

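The mitochondrial share of a cell was taken as the UMIs of 26 mitochondrially encoded genes over all its UMIs. Its median was 17.5% ± 0.167 in parietal cells of dataset 1 and 19.3% ± 1.63 in those of dataset 2 (SD, n = 2 pools). In cluster 8 it was 12.9% ± 1.33 and in cluster 1 22.5% ± 0.941. Neck cells of dataset 2 had 5.13% ± 0.561 and chief cells 3.51% ± 0.106. More than 20% was found in 319 of 702 parietal cells of dataset 2 (45.4%) and 7 of 3291 other cells (0.213%). In dataset 1 these were 20 of 57 (35.1%) and 25 of 434 (5.76%), of which 21 were in clusters that the text leaves unnamed.

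**Figure D7:**
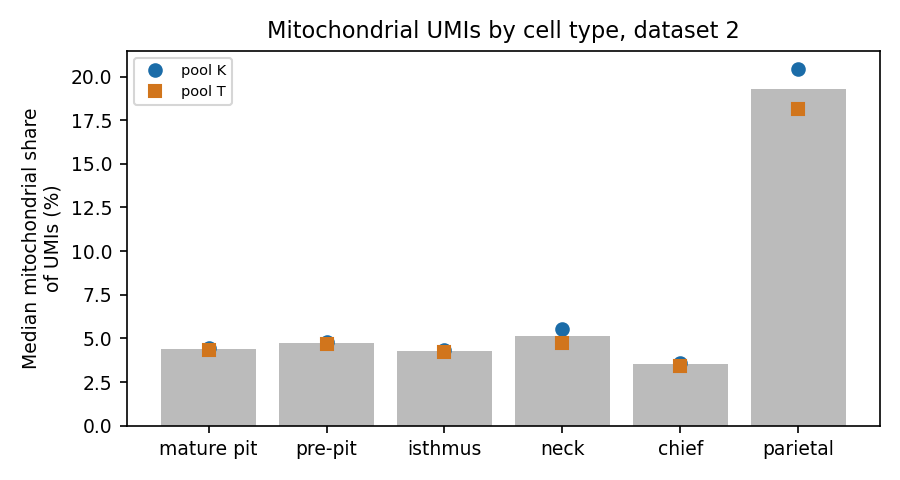
Median mitochondrial share of UMIs, in percent, in the 6 epithelial types of dataset 2. Bars are the mean of the 2 pools and points the pools; parietal cells stand at 19.3% and the other types at or below 5.13%.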

Almost all gastric cells have less than 20% of mitochondrial UMI counts, while parietal cells (cluster 0 in dataset 1, cluster 8 and 1 in dataset 2) had higher mitochondrial UMI counts, which is consistent with high mitochondria content in parietal cells^64^. In both datasets 1 and 2, the biological replicates prepared by independent operators were sorted into different plates. These different plate-derived samples were uniformly clustered in UMAP (Supplementary Fig. 2e), confirming that there was no obvious batch effect. 

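Pool K and pool T of dataset 2, each with 6 plates, were compared in isthmus cells, the type with most cells, and in the share of cells in each cluster. The plates of a pool hold cells of the same mice, so that this comparison describes these pools, and operator and mice cannot be told apart in it. Of 11227 genes, 573 had an adjusted p under 0.05 in edgeR's quasi-likelihood test, 247 higher in pool K and 326 higher in pool T. Their median size was 0.308 on the log2 scale, and 22 exceeded 1. The 6 plates of one pool all lay above the 6 of the other for 333 genes (2.97%), against 0.216% by chance. The cluster shares were tested with a two-sided exact permutation test of the 12 plates over 924 splits, for 20 clusters, with a smallest possible p of 0.00216. 5 clusters had a Benjamini-Hochberg adjusted p under 0.05. Neck cluster 0 held 6.92% ± 1.25 of the cells of a plate in pool K and 16.5% ± 2.82 in pool T (SD, n = 6 plates, exact permutation test, Benjamini-Hochberg adjusted p = 0.0108). Neck clusters 2 and 7 went the other way, with 12.1% ± 3.03 and 5.45% ± 1.51 for cluster 2 and 8.90% ± 1.33 and 4.02% ± 1.25 for cluster 7, and isthmus cluster 6 held 5.49% ± 0.788 and 7.96% ± 1.29, with the same adjusted p in each. Parietal cluster 1 held 14.4% ± 2.19 and 8.71% ± 2.99 (exact permutation test, adjusted p = 0.0260).

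**Figure D8:**
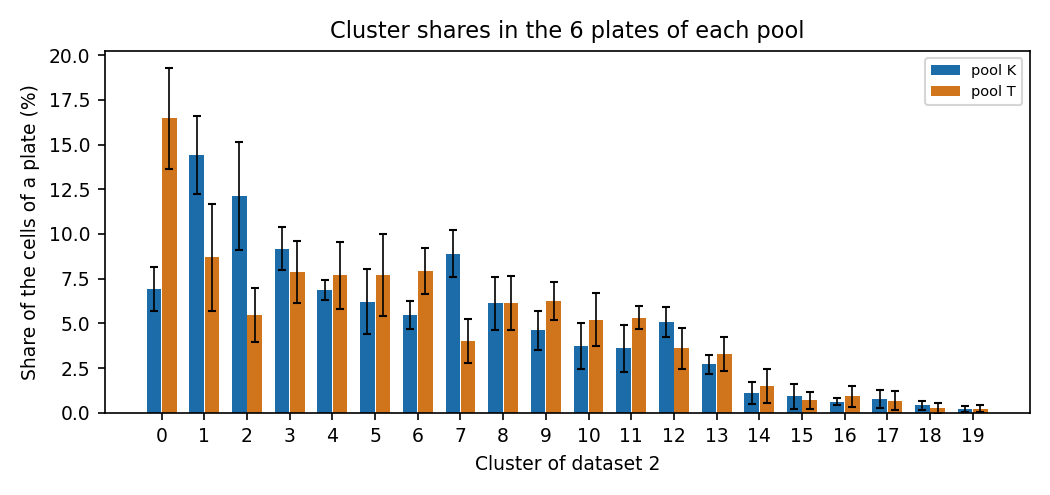
Share of the cells of a plate in each of the 20 clusters of dataset 2, in percent. Bars are means over the 6 plates of a pool, and error bars are the SD over these plates. Cluster 0 is at 6.92% in pool K and 16.5% in pool T.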

As for the analysis of non-major gastric cell types (Supplementary Fig. 14a), the cells from datasets 1 and 2 were combined, and the cells with less than 1250 gene counts were removed from the analysis as low-quality cells.

### Single-cell data analysis

Single-cell transcriptome data were obtained from 384-well plates. Secondary analyses, such as cell clustering and marker gene identification, were performed using Seurat4 (version 4.1.0)^65^. Since there was no significant batch effect in the data, no integration process was performed (Supplementary Fig. 2e). To draw stacked violin plots using Seurat4, the custom function StackedVlnPlot was used (https://divingintogeneticsandgenomics.rbind.io/post/stacked-violin-plot-for-visualizing-single-cell-data-in-seurat/). For the analysis of cell–cell communication, we used CellChat (version 1.4.0)^40^.

### Pseudotime analysis

To reconstruct the differentiation trajectory of gastric epithelial cells based on single-cell transcriptomes, a pseudotemporal analysis was performed using FateID (version 0.1.9)^29^. The software was installed in R directly from GitHub (https://github.com/dgrun/FateID) using devtools (version 2.3.2; https://cran.r-project.org/web/packages/devtools). As for dataset 1, pseudotemporal ordering of corpus gastric units were constructed using clusters 8, 2, 4, 3, 10, and 99 (0). Antrum pit cells (cluster 1) and antrum pre-pit cells (cluster 6) were excluded for accurate lineage estimation. FateID endpoint clusters were set to corpus pit cells (cluster 8), neck cells (cluster 3), and parietal cells (cluster 0). As for dataset 2, pseudotemporal ordering were constructed using all major epithelial cells, including mature pit cells (cluster 13), pre-pit cells (cluster 4), isthmus progenitor cells (clusters 3, 5, 6, 9, 11), neck cells (clusters 0, 2, 7, 12), chief cells (cluster 10), and parietal cells (cluster 1, 8). FateID endpoint clusters were set to corpus pit cells (cluster 13) (t13), neck cells (cluster 12) (t12), and parietal cells (cluster 1) (t1). The default settings were used for the remaining parameters except prcurve function (trthr=0.65). The resulting trajectory and branches from the computed fate bias were visualized using t-distributed stochastic neighbor embedding (tSNE, used for dataset 1) and Uniform Manifold Approximation and Projection (UMAP, used for dataset 2).

### Hierarchical clustering of gene co-expression nodes

To group gene co-expression nodes with similar patterns of variation in pseudotime, the R package pheatmap (version 1.0.12; http://cran.r-project.org/web/packages/pheatmap) was used to draw heatmaps of average expression levels of genes belonging to each node and to perform hierarchical clustering on a set of nodes. Then similar expression pattern groups were divided using cutree function.

### Corpus gastric organoid culture

Corpus organoids were cultured as described previously^44^ with some modifications. Briefly, stomach tissues were incubated with 10 mM EDTA/PBS, and gastric glands were mechanically stripped from the muscle layer using forceps. The isolated gastric glands were dissociated using the dissociation buffer (54.9 mM d-sorbitol and 43.3 mM sucrose in PBS) by gentle shaking for 3 min at room temperature. The gastric glands were washed with PBS, resuspended in Matrigel (Corning, Inc., Corning, NY, USA) on ice, and plated on a 24-well plate. The cells were cultured in the basal medium (advanced DMEM/F12 (Gibco) supplemented with 2 mM GlutaMax (Gibco), 10 mM HEPES, 1 × N-2, 1 × MACS® NeuroBrew-21 (Miltenyi, Bergisch Gladbach, Germany), 100 U/mL penicillin/100 mg/mL streptomycin (Nacalai, Kyoto, Japan), 100 ng/mL Wnt3a (R&D, Minneapolis, MN, USA), 1 mg/mL R-spondin1, 0.1 μM LDN-193189 (Hello Bio, Princeton, NJ, USA), 100 ng/mL FGF10 (Fujifilm Wako Pure Chemical Cooperation, Osaka, Japan), 10 nM gastrin (Sigma, St. Louis, MO, USA), 1 mM *N*-acetylcysteine (Sigma-Aldrich), and 10 μM Y-27632 (BLD Pharm, Shanghai, China). R-spondin1 was purified from the culture medium of HA-R-Spondin1-Fc 293 cells (Trevigen, Gaithersburg, MD USA) in-house. Two modifications were made in the organoid culture medium from the previous report;^44^ a BMP receptor inhibitor, LDN-193189, was used instead of NOGGIN, and EGF was removed to analyze the effect of EGFR signaling on isthmus progenitor cell differentiation. To compare the effects of rWnt3a and Wnt3a-CM, Wnt3a-CM was supplemented instead of rWnt3a. 

For the pit cell differentiation assay, corpus organoids were cultured in the basal medium with or without 0.5 µM erlotinib (Combi-Blocks, San Diego, CA, USA), 12.5 ng/mL TGFα (R&D), 1 μM SCH772984 (Cayman Chemical, Ann Arbor, MI, USA), PD0325901 (1 µM) or 50 µM Stattic (BLD Pharm) for 6 days. To analyze changes in cell morphology, corpus organoids were cultured in the basal medium for 3 days and subsequently cultured with 25 ng/mL TGFα and 25 µM CK666 (Sigma-Aldrich) for an additional 3 days. To analyze ERK phosphorylation, corpus organoids were cultured in basal medium with or without 0.4 µM erlotinib and 1 µM PD0325901 for 3 days and subsequently cultured with 12.5 ng/mL TGFα for 45 min. To analyze the function of NF-κB signaling, gastric organoids were cultured in basal medium with 100 ng/mL TNFSF12 (Peprotech, Rocky Hill, NJ, USA) or 100 ng/mL TNFα (Peprotech) for 6 days. To analyze the effect of the NF-κB inhibitor, gastric organoids were cultured in basal medium for 4 days and subsequently cultured with 16 nM QNZ (BLD Pharm), 1.25 mM NaSal (Nacalai), or 3 μM MG132 (Fujifilm Wako Pure Chemical Cooperation) for an additional 2 days. To analyze the effect of the NF-κB inhibitor QNZ in the presence of TNFSF12 or TNFα, gastric organoids were cultured in basal medium with or without TNFSF12 or TNFα for 4 days and subsequently cultured with 80 nM QNZ for an additional 2 days. 

### Mice

All mice were fed ad libitum and housed in a specific pathogen-free facility under the following conditions: a 12-h light-dark cycle, ambient temperature of 23–24 °C, and 50–70% humidity. For erlotinib treatment, C57BL/6J mice (7–10 weeks old) were orally gavaged with erlotinib (100 mg/kg in 6% Captisol) or vehicle (6% Captisol) daily for 2 weeks.

### Immunofluorescence

To prepare frozen sections for immunofluorescence and H&E staining, gastric organoids in Matrigel were fixed with 10% formalin/PBS overnight at 4 °C, washed with PBS, and embedded in O.C.T. compound (Tissue-Tek). The frozen section was prepared at 5 µm thickness by a Cryostat CM1860 (Leica, Nußloch, Germany). For the immunostaining of adult mouse stomach tissues and gastric organoids, frozen sections were microwaved in 10 mM citrate buffer (pH 6.0) for 10 min and blocked with PBS with 5% fetal bovine serum for 1 h at room temperature. Sections were then incubated with primary antibodies overnight at 4 °C, washed with PBS, and incubated with secondary antibodies for 1 h at room temperature. Primary and secondary antibodies are listed in the “Reporting Summary”. Immunostaining results were visualized using a KEYENCE microscope (BZ-X710; Osaka, Japan) or a confocal laser scanning microscope (LSM710, Oberkochen, Germany). The fluorescence signal intensity of GKN2, pERK, and NF-kB, the number of MKi67^+^ and SOX9^+^ cells, and the thickness of corpus organoids were quantified using Fiji (National Institutes of Health).

### Antibodies

AGR2 (Abcam, ab76473, 1:400), ATP4B (ATLAS ANTIBODIES, HPA045400, 1:400), AQP3 (Abcam, ab125219, 1:400), BASP1 (Noves Biologicals, NBP1-68958, 1:1000), CD4 (Santa Cruz, sc-13573, 1:100), CD31 (BD Pharmingen, 557355, 1:100), Cleaved Caspase-3 (Cell Signaling, D175, 1:400), EGFR (Abcam, ab52894, 1:400), pERK (Cell Signaling, 4370S, 1:200), GKN2 (Abcan, ab188866, 1:800), IGF-1R (Cell Signaling, 3027S, 1:200), KRT20 (Proteintech, 17329-1-AP, 1:400), KRT7 (Abcam, ab181598, 1:400), MKI67 (Abcam, ab15580, 1:400), MKI67 (Thermo Fisher, 14-5698-82, 1:1000), NFKB1 (Abcam, ab32360, 1:400), PDGFRa (Invitrogen, 14-1401-81, 1:200), PGC (Abcam, ab31464, 1:2000), SMA (Novus Biologicals, NBP1-30894, 1:400), Somatostatin (Santa Cruz, sc-7819, 1:800), SOX9 (Abcam, ab185230, 1:400). Donkey anti-Rat IgG (H+L) Alexa Fluor 488 (Invitrogen, A-21208, 1:1000), Donkey anti Rabbit IgG (H+L) Alexa Fluor 488 (Invitrogen, A-21206, 1:1000), Donkey anti Rabbit IgG (H+L) Alexa Fluor 555 (Invitrogen, A-31572, 1:1000), Donkey anti-Sheep IgG (H+L) Alexa Fluor 594 (Invirogen, A-11016, 1:1000), Anti-IgG (H+L chain) (Rabbit) pAb-HRP (MBL, 458, 1:10,000).

### Gene expression analysis by quantitative PCR

Total RNA was isolated from gastric organoids using ReliaPrep^TM^ RNA Miniprep Systems (Promega, Madison, WI, USA) and was used to synthesize cDNA using ReverTra Ace qPCR RT Master Mix (TOYOBO, Osaka, Japan) following the manufacturer’s protocol. qRT-PCR was performed using THUNDERBIRD qPCR Mix (TOYOBO) and the CFX96 Real-Time System (BIO-RAD, Hercules, CA, USA). Gene expression levels were normalized to β-actin expression in all experiments. Primers are listed in Supplementary Table 1.

### Western blotting

Isolated corpus and antrum gastric glands were lysed using ice-cold lysis buffer (25 mM Tris-HCl, 150 mM NaCl, 1% NP-40, 0.5% Na-Deoxycholate, 0.1% SDS, 1 mM EDTA) with a protease inhibitor cocktail (Complete EDTA free, Sigma-Aldrich) and rotated at 4 °C for 1 h. Lysate was centrifuged at 4 °C for 20 min, and the supernatant was used for western blotting. The protein concentration of the supernatant was measured by Bradford protein assay. The supernatant was mixed with sample buffer and incubated at 95 °C for 5 min. Samples were separated on SDS-PAGE gels and transferred to Nitrocellulose membranes. The membranes were blocked by Blocking One (Nacalai) at room temperature for 1 h and incubated with primary antibodies overnight at 4 °C. The membranes were washed with TBST and incubated with HRP-conjugated secondary antibody at room temperature for 1 h. After washing with TBST, the membranes were incubated with SuperSignal West Femto Maximum Sensitivity Substrate (Thermo Fisher Scientific, Waltham, MA, USA) and imaged using a gel imager (LAS-4000, Fujifilm, Tokyo, JAPAN).

### Statistics and reproducibility

Comparisons were performed with the two-tailed Student’s *t*-test for samples with equal variances and Welch’s *t*-test for samples with unequal variances. For multiple comparison, one-way ANOVA followed by Tukey’s test was used. The calculation was performed using R (version 4.2.1). Values of *p* < 0.05 were considered statistically significant. Significance was indicated in all experiments as follows: *p < 0.05; **p < 0.01. No statistical method was used to predetermine the sample size. The experiments were not randomized. The investigators were not blinded to allocation during experiments and outcome assessment.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Supplementary Data 7

Reporting Summary

### Source data

Source Data

## Data Availability

Raw data and digital expression matrix for the single-cell RNA-seq in this study have been deposited in Gene Expression Omnibus (GEO) under accession code GSE216139. Source data are provided with this paper.

# Supplementary material for: Single-cell transcriptomics uncovers EGFR signaling-mediated gastric progenitor cell differentiation in stomach homeostasis
**Source:** Nat Commun. 2023 Jun 29;14:3750. doi: 10.1038/s41467-023-39113-0
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

### **Description of Additional Supplementary Files**

**Supplementary Data 1:** List of pseudotime dependent genes along the differentiation trajectory from isthmus progenitor cells to pit cells in dataset 2

**Supplementary Data 2:** List of pseudotime dependent genes along the differentiation trajectory from isthmus progenitor cells to pit cells in dataset 1

**Supplementary Data 3:** List of pseudotime dependent genes along the differentiation trajectory from isthmus progenitor cells to neck cells in dataset 2

**Supplementary Data 4:** List of pseudotime dependent genes along the differentiation trajectory from isthmus progenitor cells to neck cells in dataset 1

**Supplementary Data 5:** List of pseudotime dependent genes along the differentiation trajectory from isthmus progenitor cells to parietal cells in dataset 2

**Supplementary Data 6:** List of the pseudotime dependent transcription factors in dataset 2

**Supplementary Data 7:** List of the pseudotime dependent transcription factors in dataset 1

# Supplementary material for: Single-cell transcriptomics uncovers EGFR signaling-mediated gastric progenitor cell differentiation in stomach homeostasis
**Source:** Nat Commun. 2023 Jun 29;14:3750. doi: 10.1038/s41467-023-39113-0
**Supplement:** Supplementary file 11 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                                          |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                           |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | For immunofluorescence analysis, image acquisition was performed using KEYENCE microscope (BZ-X710) with BZ-X Viewer (01.03.02.01) or confocal laser microscope (LSM710) with ZEN 2009 software was used. For phase contrast images, image acquisition was performed using Leica DMIL LED with Leica MC120 HD.<br>Single-cell sorting was performed using MoFlo Astrios EQ Cell Sorter. The sequencing library was analyzed using the NextSeq 500/550 High Output v2 Kit (75 cycles) (Illumina).To obtain the digital expression matrix, fastq files were processed using Drop-seq tools (version 2.4.1), FASTX-Toolkit (version 0.0.14), STAR (version 2.7.8a.), and correct_bacode.py. The GRCm39 primary genome assembly reference genomes and Gencode Release M27 (GRCm39) were used. |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|

## Data analysis

For immunofluorescence analysis, Fiji software (Version: 2.1.0/1.53c, <https://imagej.net/software/fiji/downloads>) was used to quantify the fluorescence intensity and count the number of cells.

Single-cell RNA-seq data analysis was performed using Surata4 (version 4.1.0). A pseudotime analysis was performed using FateID (version 0.1.9). FateID software was installed in R directly from github (<https://github.com/dgrun/FateID>) using devtools (version 2.3.2; <https://cran.r-project.org/web/packages/devtools>). For hierarchical clustering of gene co-expression nodes, the R package pheamap (version 1.0.12) was used to draw heatmaps of average expression levels of genes belonging to each node and to perform hierarchical clustering on a set of nodes. For the analysis of cell-cell communication, we used CellChat (version 1.4.0). R scripts for Seurat processing are available on GitHub [<https://github.com/satijalab/Seurat>]. StackedVlnPlot is available on [<https://divingintogeneticsandgenomics.rbind.io/post/stacked-violin-plot-for-visualizing-single-cell-data-in-seurat/>]. FateID for R is available on github [<https://github.com/dgrun/FateID>]. Devtools and pheamap are available on [<https://cran.r-project.org/web/packages/devtools>] and [<http://cran.r-project.org/web/packages/pheamap>], respectively. Summit software (V6.3.0.16900) was used for flow cytometry data collection and data visualization.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

Raw data and digital expression matrix for the single-cell RNA-seq in this study have been deposited in Gene Expression Omnibus (GEO) under accession code GSE216139 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE216139>]. Source data are provided with this paper.

## Human research participants

Policy information about [studies involving human research participants and Sex and Gender in Research](#).

Reporting on sex and gender

N/A

Population characteristics

N/A

Recruitment

N/A

Ethics oversight

N/A

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size

For the single-cell RNA-sequencing, we did not perform sample size calculation. In both dataset 1 and 2, two biological replicates (each was derived from three mice) were prepared by two different operators. We confirmed that the biological replicate data overlapped nicely. Sample size calculation was not performed in advance. For organoid experiments and in vivo mouse experiments, sample size efficiency was based on previous studies in the same field (Cell Stem Cell Volume 26, Issue 6, June 2020, Pages 910-925). Sample sizes were indicated in each figure legend. The number of gastric units counted in each mice were also indicated in each figure legend.

Data exclusions

For the single-cell RNA-seq data analysis, if the detected gene count was less than 2500, the cell was defined as low-quality and excluded from further analyses.

Replication

Sample sizes were indicated in each figure legends, and we confirmed that any replicates were successful.

Randomization

For gastric organoid experiments, samples were based on culture conditions. For in vivo experiments, C57BL/6J mice were allocated to vehicle and erlotinib treatment groups. In all experiments, control and treatment group were analyzed in parallel.

## Blinding

Blinding was not used in this study as single-cell RNA-seq analysis and qPCR analysis were not affected by investigator's expectations. For quantification of immunofluorescence images, the same thresholds were applied to control and treatment groups, and measurement was performed by Fiji software (version: 2.1.0).

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

### Methods

| n/a                                 | Involved in the study                              |
|-------------------------------------|----------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

### Antibodies used

#### Primary antibodies:

AGR2 (Abcam, ab76473, 1:400)  
 ATP4B (ATLAS ANTIBODIES, HPA045400, 1:400)  
 AQP3 (Abcam, ab125219, 1:400)  
 BASP1 (Noves Biologicals, NBP1-68958, 1:1000)  
 CD4 (Santa Cruz, sc-13573, 1:100)  
 CD31 (BD Pharmingen, 557355, 1:100, 1:400)  
 Cleaved Caspase-3 (Cell Signaling, D175, 1:400)  
 EGFR (Abcam, ab52894, 1:400)  
 pERK (Cell Signaling, 4370S, 1:200)  
 GKN2 (Abcam, ab188866, 1:800)  
 IGF-1R (Cell Signaling, 3027S, 1:200)  
 KRT20 (Proteintech, 17329-1-AP, 1:400)  
 KRT7 (Abcam, ab181598, 1:400)  
 MKI67 (Abcam, ab15580, 1:400)  
 MKI67 (ThermoFisher, 14-5698-82, 1:1000)  
 NFKB1 (Abcam, ab32360, 1:400)  
 PDGFRa (Invitrogen, 14-1401-81, 1:200)  
 PGC (Abcam, ab31464, 1:2000)  
 SMA (Novus Biologicals, NBP1-30894, 1:400)  
 Somatostatin (Santa Cruz, sc-7819, 1:800)  
 SOX9 (Abcam, ab185230, 1:400)

#### Secondary antibodies:

Donkey anti-Rat IgG (H+L) Alexa Fluor 488 (Invitrogen, A-21208, 1:1000)  
 Donkey anti-Rabbit IgG (H+L) Alexa Fluor 488 (Invitrogen, A-21206, 1:1000)  
 Donkey anti-Rabbit IgG (H+L) Alexa Fluor 555 (Invitrogen, A-31572, 1:1000)  
 Donkey anti-Sheep IgG (H+L) Alexa Fluor 594 (Invitrogen, A-11016, 1:1000)  
 Anti-IgG (H+L chain) (Rabbit) pAb-HRP (MBL, 458, 1:10,000)

Lectin GS-II Griffonia simplicifolia, Alexa Fluor 647 conjugate (Invitrogen, L32451, 1:400)

### Validation

All primary antibodies were validated by manufacturers at least by Western Blotting. We also tested the specificity of antibodies using the samples with no primary antibodies in the initial validation. For immunofluorescence analysis of organoid experiments, stomach tissue samples were included as positive controls.

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

### Laboratory animals

All mice were fed ad libitum and housed in a specific pathogen-free facility under the following conditions: a 12 h light-dark cycle, ambient temperature of 23 to 24°C, and 50 to 70% humidity. C57BL/6J mice at 10 weeks old were used for single-cell RNA-sequencing. C57BL/6J mice at 7-10 weeks old were used for in vivo erlotinib treatment.

|                         |                                                                                                                                                                                  |
|-------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Wild animals            | No wild animals were used in this study.                                                                                                                                         |
| Reporting on sex        | Sex were not considered in this study design. Male mice were used for single-cell RNA sequencing. Female mice were used for in vivo erlotinib treatment.                         |
| Field-collected samples | No field-collected samples were used in this study.                                                                                                                              |
| Ethics oversight        | All animal experiments were performed according to the procedures approved by the animal welfare and ethical review panel of Nara Institute of Science and Technology and RIKEN. |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

|                           |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                               |
|---------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample preparation        | In dataset 1, dissociated cells resuspended in 0.1% BSA/PBS were stained with PI and used for single-cell sorting. In dataset 2, dissociated cells were stained with Hoechst 33432 and TO-PRO-3 and used for single-cell sorting. The detailed cell dissociation protocols were indicated in Methods section.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                 |
| Instrument                | Single-cell sorting was performed by MoFlo Astrios EQ Cell Sorter (Beckman Coulter, Brea, CA, USA).                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                           |
| Software                  | Summit software (V6.3.0.16900) was used for flow cytometry data collection and data visualization.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                            |
| Cell population abundance | In Dataset 1, the purity of the gate fraction used for one-cell sorting was 21.93% of the total event; in Dataset 2, it was 26.38%. The gate specification is described in the "Gating strategies" section below.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                             |
| Gating strategy           | We showed the detail of gating strategies in SUPPLEMENTARY FIGURE 1. In Dataset 1, the following steps were performed for the gating. First, a region (R1) was selected using information from FSC and SSC, excluding events with very low signal intensity. Based on the boundary area that is the valley of the bimodal population in the fluorescence intensity of PI dye, the population with relatively low intensity was designated as a PI negative region (R7), and a viable cell gate (R1&R7) was selected. Finally, a singlet gate (R1&R7&R9) was selected based on FSC information (Area/Width). The selected singlet gate was examined by a microscope to evaluate whether sorted cells were really singlets or not. In Dataset 2, the following flow was used for gating. The fluorescence intensity of TO-PRO-3 dye was bimodal, and the population with relatively low intensity was selected as a viable cell region (R9) using the valley between the bimodal peaks as the boundary line. The cell population with nuclei (R7&R9) was selected using the fluorescence intensity of Hoechst 33342 dye and FSC information. Finally, a singlet gate (R5&R7&R9) was selected using FSC information (Area/Height). The selected singlet gate was examined microscopically by sorting cells to see if it was indeed singlet gate. |

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

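Single cells of the stomach of 10-week-old mice were measured by Quartz-Seq2 in 2 datasets. Dataset 1 had corpus and antrum cells of 2 pools of 3 mice on 6 plates, and dataset 2 had corpus cells of 2 further pools of 3 mice on 12 plates, each plate with 384 wells. The other experiments of the paper have no sequencing values here and were not analysed here.

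The authors made the deposited count tables from the reads with Drop-seq tools, FASTX-Toolkit and STAR on GRCm39 with the Gencode M27 gene models, as whole UMI counts per gene name and well, without normalization and without a filter on wells. The plates list from 18443 to 21505 gene names each, those with at least 1 UMI on the plate, and 31201 names in all. A gene that a plate does not list was taken as 0 there. The authors also deposited an annotation of the 4484 cells they kept, made with Seurat, with the cluster, pool and plate of each cell, its total UMIs and its detected genes. In this annotation the authors give the percent of UMIs on mitochondrial genes. The cell cycle scores in the deposited annotation were computed by the authors with Seurat from the expression of S and G2/M genes, and the phase of a cell was called from these scores. The 4484 columns of count tables that hold all kept cells together, with no sample of their own, were not used; the same cells were taken from the plate tables. In all 4484 of them the total UMIs and the number of detected genes were the same in the linked plate and in the annotation. The plate links of dataset 2 rest on the plate numbers and pool letters in the names, and the equal totals were checked afterwards.

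Cluster numbers are the authors' and their cell type names are those of the paper's text. In dataset 1 cluster 4-15 was called isthmus-like by its mean of *Stmn1*, *Hmgb2* and *Tcf19*, so these genes are not reported as results for it. Cells outside the epithelial clusters were called tuft-like, stromal-like, endothelial-like, T cell-like, macrophage-like, ECL-like, D cell-like or X/A-like where at least 2 of 3 marker genes had a UMI and their sum was the highest. The marker *Prg3* was absent from the gene names, and no cell met the rule for enterochromaffin cells. These cells were taken at the minimum of 2500 detected genes, while the paper used 1250 for non-major types, so its sets of such cells can be larger. Detected genes are genes with at least 1 UMI, with 2500 as the minimum per cell. Counts per cell are given per 10000 UMIs of the cell.

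UMIs were summed over the cells of a type in each pool, because cells of a pool are not independent, and the sums were tested with edgeR 4.0.16 in R 4.3.3. The steps were TMM scaling, filterByExpr, estimateDisp, glmQLFit and glmQLFTest, with all epithelial types of a dataset in one fit. The fit of cell types had 12 sums and 6 residual degrees of freedom in dataset 2 and 14 sums and 7 in dataset 1, and the fit of single clusters of dataset 2 had 28 sums and 14. The p-values were adjusted by the Benjamini-Hochberg method over all genes tested, and a gene was called at an adjusted p under 0.05. A standard error is the size of the log2 fold change over the square root of the F statistic. A comparison with the other types averages them on the log2 scale. The clusters were made by the authors from the same counts, so the p-values between clusters also reflect the clustering and describe how far apart the clusters are. A gene with at most 3 UMIs in every sum of the lower group is given as a lower bound of the fold, computed against 3 UMIs. The genes named in the text are those the paper names for these data, and in each pairwise contrast the 2 genes with the largest rise and the 2 with the largest fall among called genes with at least 10 UMIs in both pools of the higher type and the same direction in both pools. Members of the gene lists are named as well, without a rule for their choice. Most other genes outside the rule are named with the words that they were chosen after their values were seen.

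The pools pair the samples, since the types of a pool come from the same mice. For each pair of types the deviations of the pools from the type means were correlated over genes. In dataset 2 the correlation had a median of 0.132 over 15 pairs of types, from 0.0689 to 0.411, and 12 pairs were above 0.1. In dataset 1 it lay between -0.0287 and 0.0533 over 21 pairs. The fit with the pool as a block was an alternative.

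Lists of genes were tested with limma 3.58.1 by camera with a preset correlation between genes of 0.01, by camera with an estimated correlation and by fry. The lists were 10 genes whose transcription follows ERK, 16 NF-kB targets and the 6 ARP2/3 subunits named in the paper. For the closing observations, lists were also made of 14 genes of the response to tissue dissociation, 8 heat shock genes, abundant transcripts of pit cells (4 genes), parietal cells (5) and chief cells (5), 12 small-intestine genes, 4 Y chromosome genes, 86 nuclear genes of the respiratory chain and 7 proliferation genes of the paper. Pools K and T of dataset 2 were compared with each plate as a sample, which describes these pools and not a condition. Shares of cells per cluster were compared by a two-sided exact permutation test over the plates. Confidence intervals of shares are 95% Wilson intervals and cover counting error only, and a count of 0 was read as allowing up to 3 counts.

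The cell types, the tests, the ERK, NF-kB and ARP2/3 lists, the rule for named genes and most alternatives were set before the data were examined. The alternatives were DESeq2 1.42.0 with its own size factors (Wald test), no filter on low counts, the pool as a block, the plate as the unit with the pool as a block (plates with at least 5 cells of a type), cells with at least 4000 detected genes, each pool or plate left out, and other thresholds for shares and detection. Those added after the data were seen are named as such.

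The tests were run on simulated counts with the library sizes of the real sums, a dispersion of 0.02 and 200 changed genes. Every type was given the mean profile over the types, and genes were drawn independently. The common dispersion of the real fits was lower, 0.00766 for the cell types of dataset 2 and 0.0117 for dataset 1. The shares below thus describe the simulation, and its list results do not cover lists of correlated genes. For the cell types of dataset 2, edgeR found 100% of the genes changed 4-fold and 77% of those changed 2-fold among 13464 genes tested, and called 7 unchanged genes. For dataset 1 it found 100% and 67% among 9574 genes and called 9 unchanged genes. A list of 20 genes raised 1.5-fold was called by camera, by camera with an estimated correlation and by fry, which also called 6, 2 and 7 of 100 unchanged lists at an unadjusted p under 0.05. In the simulation a 2-fold change was thus missed more often for dataset 1, where the types have fewer cells.

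Values per cell were computed with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. Gene coordinates were looked up by gene name in GENCODE M39 on GRCm39, where 193 of 196 names were found; for the order of genes on a chromosome the RefSeq annotation of GRCm38.p6 was used, without its coordinates. Counts of genes with close paralogs, such as *Ifit1bl1*, *Hmga1* and *H2-T23*, are uncertain, because the handling of shared reads is not stated in the methods. Trajectories, cell communication scores and enrichment against pathway databases were not repeated here, and the supplementary lists of genes that depend on pseudotime, Supplementary Data 1 to 5, held only in part, were not used here. Results for some genes the paper names are not reported here, and the comparison with the supplementary lists of transcription factors leaves them out.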

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

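The tests of the plate with few detected genes, and the share of small-intestine transcripts in cluster 5-7, were chosen only after the result was seen.

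Of the 12 plates of dataset 2, 1 plate of pool T stood apart from the other 5 plates of the pool by its low mean number of detected genes, 5801 against 6312 to 6567, and by its low median of UMIs per cell, 26556 against 31489 to 34136.5. Its gap to the nearest plate was 0.668 of the range of the pool for detected genes and 0.651 for UMIs, each beyond Dixon's 95% critical value for 6 samples. In 50 such groups of plates, over numbers of genes and UMIs and the shares of cells in clusters, 2 gaps of this size were found and 2.5 would be found by chance. The mix of cell types on the plate is argued against, because with cell types weighted alike on every plate the gap was 0.729 of the range. With every cell drawn down to 10000 UMIs, the plate had 3465 detected genes per cell against 3511 to 3629, and the gap fell to 0.280 of the range. The low number of genes may thus follow from the depth of the plate. Why its cells had fewer UMIs was not tested, and the pool and tissue of this plate are those of the other 5, so that no biological explanation was tested.

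In dataset 1 the change from pre-pit to mature pit cells was compared between corpus and antrum, with a test of the difference itself in edgeR (Benjamini-Hochberg adjustment over 10229 genes). For 3 genes, chosen here because they passed it, the regions differed. *H2-T23* changed by 2.18 on the log2 scale in the corpus and 0.03 in the antrum, a difference of 2.15 (standard error 0.27, Benjamini-Hochberg adjusted p = 0.00206, edgeR). For *Cwh43* the changes were 0.36 and 2.32, a difference of -1.96 (standard error 0.27, Benjamini-Hochberg adjusted p = 0.00510, edgeR), and for *Aldh3a1* 0.27 and 1.63, a difference of -1.36 (standard error 0.22, Benjamini-Hochberg adjusted p = 0.0229, edgeR). By pool the difference was 2.06 and 2.09 for *H2-T23*, -1.60 and -2.43 for *Cwh43* and -1.28 and -1.46 for *Aldh3a1*, so that both of the 2 pools show the direction. With them, 620 genes had an unadjusted p under 0.05. *H2-T23* belongs to a family of close paralogs, so that its reads could be shared with other genes. Without a filter on low counts 97 genes passed, with the pool as a block 12, and with the plate as the unit none, where 526 had an unadjusted p under 0.05. A longer span of maturation in one region is not decided by these genes, since of the 97 genes called without a filter 59.8% changed in the same direction in both regions, a value between the outcomes written down for and against it. Isthmus cells in the pre-pit cluster of one region cannot be told apart from the other explanations either. The 7 proliferation genes of the paper did not move as a list (camera p = 0.454). Its members went both ways, from -0.66 for *Tcf19* to 4.58 for *Stmn1*. In the authors' annotation, 11 of the 46 corpus pre-pit cells carry an earlier isthmus name. No antrum pre-pit cell does, though some have no earlier name. Corpus pre-pit cells were in S in 19.6% and in G2/M in 8.27% of cases, antrum pre-pit cells in 3.57% and 27.4%. The names thus point to the corpus cluster, but the phases do not go 1 way. The regions themselves, the biological difference in this design, remain an untested explanation.

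The same comparison between the regions was made for 12 lists of genes, and 4 had a camera p under 0.05. The abundant transcripts of parietal cells had p = 5.31e-06 (adjusted over the 12 lists by Benjamini-Hochberg, 6.37e-05), and the change with maturation was higher in the corpus. The list of small-intestine genes moved in the same direction (p = 0.00593, adjusted 0.0178). The ERK output list (p = 2.33e-04, adjusted 0.00140) and the abundant pit transcripts (p = 5.51e-04, adjusted 0.00220) had the lower change in the corpus. With fry, the ERK list (p = 0.0150) and the pit list (0.0273) held at an unadjusted p under 0.05, and the parietal list (0.109) and the small-intestine list (0.329) did not; after adjustment over the 12 lists neither held, at 0.164 each. With an estimated correlation the adjusted values of the ERK, pit and parietal lists were 0.0828, 0.0901 and 0.0901, and none was under 0.05. The parietal list had 4 genes with enough counts, the pit list 4, the ERK list 7 and the small-intestine list 7, and corpus mature pit cells numbered 26. Parietal cells are a corpus type, so RNA of other cells may give such a difference for the parietal list; it was not tested for these 4 lists, and the test of isthmus cells above, with p = 0.454, does not bear on it. The remaining 8 lists, the ARP2/3 (p = 0.775), NF-kB (0.0905), dissociation (0.633), chief (0.612), heat shock (0.0903), Y chromosome (0.695), respiratory chain (0.829) and proliferation lists, did not pass.

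Cluster 5-7 of dataset 1, with 70 cells or 14.3% of the dataset, is left unnamed in the text, and 50 of its cells carry the earlier name duodenum in the authors' annotation, while 20 carry no earlier name. A list of 12 small-intestine genes took 5.07% of its UMIs, 5.41% in the first pool and 4.95% in the second. The highest share in another epithelial cluster was 0.723%, in parietal cells. The wells of this cluster do not look like wells with 2 cells, since their median of 17439 UMIs and mean of 4184 detected genes were below those of the other 8 epithelial clusters, which had medians of 29072 to 64127 UMIs and means of 5546 to 7882 genes. The share of the list was 7.01 times that of parietal cells, below the 10 times set for this test as the mark of small-intestine cells, so that this mark was not reached. Over the other epithelial cells together, *Apoa1* was at 13.1 and *Fabp2* at 2.35 per 10000 UMIs, which are list genes that the stomach clusters also carry. For genes with little expression elsewhere the contrast was larger, with *Sis* at 12.8 against 0.00662, *Fabp1* at 51.0 against 0.166 and *Alpi* at 81.1 against 0.273 per 10000 UMIs. A candidate explanation is thus small-intestine epithelium in the tissue taken for dataset 1, from the duodenum next to the antrum, as the authors' earlier name has it; intestine-like cells of the stomach itself were not tested as an alternative.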

How the results depend on the processing

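The following alternatives were chosen after the data were seen: the matched depth and the neck cells for the comparison of the pools, the filter, cell and plate settings and fry (for ARP2/3) for the gene lists, all settings for the difference between regions, the NF-kB list in neck cells and the respiratory chain list, the second *Gast* threshold, and leaving out a pool for the mucin and mitochondrial shares.

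Of the main results under their alternatives, 151 values stayed on the same side of their threshold or within their spread, 30 moved, 3 changed direction, 2 became stronger and 1 weaker, and the cause of these changes was not tested except where named. Among the 13 comparisons of cell types, the number of called genes stayed within 1.5 times under no filter, the pool as a block and the cells with at least 4000 detected genes. With the plate as the unit, 2656 genes were called between mature pit and pre-pit cells against 1439. DESeq2 called 2503 genes against 4397 between corpus mature pit and isthmus-like cells, 1303 against 2996 between neck and isthmus-like cells and 498 against 945 between corpus and antrum pit cells, all in dataset 1. On simulated counts of dataset 1, edgeR found 67% and DESeq2 63% of the 2-fold changes, a smaller gap than these, and 77% and 75% in dataset 2. The side with more called genes changed with DESeq2 in 5 comparisons, which were mature pit (2648 higher and 2231 lower) and neck (3000 and 3231) against isthmus cells, neck cells against the other types (3025 and 3258) and cluster 12 against the other neck clusters (575 and 501) in dataset 2, and corpus mature pit against isthmus-like cells (1333 and 1170). For neck against isthmus cells of dataset 2 it also changed without a filter (3532 and 3563) and with cells of at least 4000 detected genes (3364 and 3696), and for parietal cells against the other types with the plate as the unit (4110 and 4611). Leaving out a pool leaves 1 sum per type and no test, and from 99.3% to 99.9% of the called genes kept their direction. Across genes, which are not independent replicates, the correlation of the log2 fold changes with those of both pools was from 0.697 (mature pit against pre-pit cells without pool T) to 0.975. Of 274 values of genes named in the text with a pool left out, 99 moved by more than their spread.

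Of 667 values with an adjusted p of the genes named in the text under these alternatives, 638 stayed on their side of the threshold, 16 became weaker, 12 stronger and 1 changed direction. A further 18 had no adjusted p, of which 17 were genes without enough counts on plates. The change of direction was that of *Bmi1* in isthmus cells against the other types, at 0.023 without a filter on low counts against -0.05, and at 0.01 without pool T. Without a filter the median log2 fold change of all genes also moved, from -0.07 to -0.29 for mature pit against isthmus cells, from -0.09 to -0.34 for pit cells and from 0.02 to 0.23 for isthmus cells against the other types, so these values are relative to different medians. The scaling of DESeq2 moved no median by more than 0.1. With the pool as a block, *Cebpb* between mature pit and isthmus cells (adjusted p = 0.0444), *Gkn2* between mature and pre-pit cells (0.0238) and *Areg* in parietal cells (0.0361) passed in edgeR's test with Benjamini-Hochberg adjustment. Between mature and pre-pit cells, *Gkn2* passed under the other 4 alternatives as well. DESeq2 did not call *Onecut2*, *Gm38037*, *Rassf9*, *Slc25a21*, *Epdr1*, *5330409N07Rik*, *Gper1* and *Prr11* (in neck cells of dataset 1), which are given as lower bounds in the text. The block changed no other call of a named gene or gene list.

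The ERK list in mature pit against isthmus cells had a camera p of 0.131 and passed with fry (0.00179) and without a filter (0.0328); its p was from 0.0628 to 0.166 under the other alternatives, always lower in mature pit cells. The NF-kB list was toward higher values (0.940) and turned toward lower ones with fry (0.989), with the plate as the unit (0.908) and in pre-pit cells (0.602), and it passed under no alternative. The ARP2/3 list (0.00417) passed under all alternatives, from 1.61e-05 to 0.00426, except camera with an estimated correlation (0.186). The NF-kB list in neck cells had p from 0.537 to 0.824 in dataset 2 and from 0.668 to 0.746 in dataset 1.

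Between pools K and T, 573 genes differed in isthmus cells, 194 in clusters 5 and 6 only, 265 with cells and UMIs matched and 1033 in neck cells. The first 2 of these alternatives have fewer cells or UMIs. No filter gave 776, DESeq2 462 and leaving out the plate with fewest isthmus cells 382. The number of clusters with different shares was 5, and lay between 3 and 7 across the 12 fits that each left out 1 plate, with 3 without 1 plate of pool K. For the difference between corpus and antrum in the change from pre-pit to mature pit cells, 3 genes were called, 97 without a filter, 12 with the pool as a block and 3 with cells of at least 4000 detected genes. With the plate as the unit 0 genes were called, and 526 had an unadjusted p under 0.05.

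The mean number of detected genes was 6013 in dataset 1 and 6270.3 in dataset 2 and follows the minimum for a cell, with 5352 and 6176 at 1250 genes and 6654 and 6368 at 4000. Asking for 2 UMIs per detected gene gave 4541 and 4096, and removed 84.9% and 25.5% of the wells against 78.6% and 13.3%. The share of isthmus cells with *Muc5ac* was 61.9%, and 50.0% with the 99th percentile of parietal cells, 80.5% with at least 1 UMI and 53.2% with all cells drawn down to the same number of UMIs. For *Muc6* these were 49.6%, 24.7%, 73.2% and 24.5%, and for both genes 16.7%, 1.32%, 54.4% and 3.04%. Drawing down also raised the threshold, from 0.819 and 0.672 to 2 per 10000 UMIs for both genes, which 1.57% and 1.85% of parietal cells passed, so that depth and threshold are not separated here. Leaving out a pool gave from 61.4% to 62.4%, from 49.6% to 49.7% and from 16.4% to 17.1% in the same order, and from 18.1% to 20.5% for the mitochondrial share of parietal cells (19.3%). The median of the log2 fold changes of transcription factors was 0.71, and 0.49 against the cell type and 1.26 with a pseudocount of 0.1. Of the 30 ligand and receptor genes, 10 changed the epithelial type with the highest share at 2 UMIs, some of which may be ties at 0. When UMIs were summed over cells 3 changed the type with the highest level, of which 1 changed the epithelial type.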

Differences from the paper's values

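The comparison of the list of dataset 1 with the values of dataset 2, and the use of the cluster with the highest value within a lineage, were chosen only after the values of all clusters had been seen.

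The numbers of kept cells and clusters, the percent of wells removed and the mean number of detected genes in the text of the paper were the same as those found here at the minimum of 2500 detected genes, within rounding or the spread of the pools, apart from 492 cells here against the paper's 491 in dataset 1. The log2 fold changes of transcription factors in Supplementary Data 6 and 7 were also compared. Here they were computed as the log2 ratio of mean counts per 10000 UMIs plus 1 between the cells of a cluster and all other cells. For Supplementary Data 6, compared with dataset 2, 48 of the 49 entries compared did not differ. The remaining entry, *Cenpa* on the isthmus side, is 1.58 in the paper and 2.27 here, and the list also holds *Cenpa* with the value found here. Of the alternatives set before the data were examined, the cell type in place of the cluster gave 1.54 ± 0.02 (SD, n = 2 pools), which comes near the paper's value but stays beyond this SD, and a pseudocount of 0.1 gave 3.46. Dataset 1 in place of dataset 2, a comparison chosen after the values were seen, gave 1.56 ± 0.13, within the SD of the paper's value.

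For Supplementary Data 7, compared with dataset 1, 23 of the 33 entries compared differed. On the pit side of its pit list, *Klf4* is 1.39 in the paper and 1.01 here, *Pparg* 0.63 in the paper and 0.79 here, *Foxa3* 0.49 in the paper and 0.66 here, and *Tcf23* 0.33 in the paper and 0.74 here. *Stat2* is 0.42 in the paper, and was -0.15 here. On the isthmus side of this list, the paper gives 2.27 for *Cenpa*, 1.26 for *Dnmt1* and 0.84 for *Foxm1*, and the values here were 1.56, 1.07 and 0.63. For *Cebpb*, *Mxd3* and *Terf1* the paper gives 0.83, 0.79 and 0.66, and 0.32, 0.28 and 0.38 were found here.

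On the neck side of its neck list, *Hes1* is 1.56 in the paper and 1.02 here, *Spdef* 1.12 in the paper and 1.71 here, *Sox9* 0.92 in the paper and 2.22 here, and *Mecom* 0.47 in the paper and 0.74 here. *Nfil3* is 0.64 in the paper and 0.34 here, and *Irf1* 0.80 in the paper and -0.028 here. On the isthmus side, the paper gives 1.03 for *Klf4*, 1.30 for *Klf6* and 1.28 for *Fos*, and the values here were 0.44, 0.16 and 0.10. *Egr1*, *Junb* and *Jun* are 0.99, 0.95 and 0.80 in the paper, and -0.11, -0.21 and -0.38 here.

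Of the alternatives set before the data were examined, a pseudocount of 0.1 brought the pit-side value of *Klf4* (1.15), *Hes1* (1.41) and *Nfil3* (1.12) within the error of the paper's value and left the other 20 apart, and 28 of the 33 entries differed with it. Each type compared in dataset 1 is a single cluster, so that the cell type in place of the cluster gives the same values and tests nothing here. Set against dataset 2 in place of dataset 1, a comparison chosen after the values were seen, 32 of the 33 entries of Supplementary Data 7 were the same as the values found here within rounding.

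Other results differ from statements of the paper about genes, rankings or directions, or did not pass the test that bears on them. The paper states that the corpus pit clusters of dataset 2 lack *Krt20*, and mature pit cells had 6 UMIs of it in pool K and 315 in pool T. It places *Cebpb* among genes high in isthmus cells, and *Cebpb* had the same direction, lower in mature pit than in isthmus cells of dataset 2, but was not called (-0.53, Benjamini-Hochberg adjusted p = 0.195, edgeR). It was called with the pool as a block (0.0444), without a filter on low counts (2.10e-06) and with the plate as the unit (6.05e-04), each set before the data were examined.

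The paper associates EGFR and MAPK signaling with genes that rise toward pit cells. The list of 10 genes that follow ERK was lower in mature pit cells of dataset 2, with a median log2 fold change of -0.62 (camera p = 0.131), and no setting that was run gave the other direction. The paper associates NF-kB signaling with genes high in isthmus cells, and for the NF-kB targets no shift was detected (camera p = 0.940). Genes that follow ERK and NF-kB targets are not the databases of the paper, which were not used here. The paper also draws on stained phosphorylated ERK in pit cells, and on ligands and inhibitors in organoids and mice. Lists of transcripts do not measure these. The dissociation list, whose immediate-early genes also respond to ERK, was lower in mature pit cells too, with the limits given below.

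The paper names *Tgfa* and *Btc* as the main EGF ligands of pit cells. In mature pit cells *Areg*, at 0.599 ± 0.407 per 10000 UMIs (SD, n = 2 pools), was above *Btc* at 0.332 in the mean of the pools and in pool T, but at 0.311 it was below it in pool K. *Hbegf* is among the ligands the paper places mostly in the pit cell lineage. It was lower in pit cells than in the other epithelial types (-1.11, Benjamini-Hochberg adjusted p = 0.0152, edgeR). Its highest epithelial mean was that of neck cells, 0.642 ± 0.404 per 10000 UMIs, with a wide SD. By the share of cells with a UMI, isthmus cells ranked first among the epithelial types. *Egfr* is placed in the pit cell lineage as well, and its highest mean was that of *Pdgfra* stromal-like cells, at 0.862 per 10000 UMIs. Of these cells 15 came from dataset 1 and 2 from dataset 2. By the share of cells with a UMI, pre-pit cells ranked first for *Egfr*. *Areg* is listed as rare in parietal cells, and it was lower there as well, which was not called (-3.28, Benjamini-Hochberg adjusted p = 0.123, edgeR) but was with the pool as a block (0.0361), without a filter, with the plate as the unit and with DESeq2. The paper reports no obvious batch effect between plates, and 573 genes and the shares of 5 clusters differed between pools K and T of dataset 2.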

Other observations

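In this part the tests of the neck clusters, of called genes highest in isthmus cells, of mature pit cells between the pools, of *Krt20* and *Krt7*, of *G530011O06Rik* and *Erdr1*, of *Hbegf* and *Tnfrsf12a* within plates, and the comparisons of the pools with cells and UMIs matched or in neck cells were chosen only after the result was seen.

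The 3 comparisons of cell groups with enough sums were set against other splits of the same sums. For pit against the other epithelial types of dataset 2, 1 of 100 splits drawn from 495 gave as many genes with an adjusted p-value under 0.05, the real one with 7696, and the largest other split gave 4474. Of the drawn splits 45 had both pools alike on either side, as the real one has, and the largest of these others also gave 4474. Only 1 of the other drawn splits kept both sums of every cell type together, with 1712 genes. For clusters 5 and 6 against the other isthmus clusters, 1 of 25 splits drawn from 210 gave as many, with 4025 genes in the real split and 2085 in the largest other, which was among the 13 with both pools alike. Of the other drawn splits of the isthmus clusters, 0 kept every cluster whole, so that the real split was not set against other groupings of whole clusters. For corpus against antrum pit cells of dataset 1, 2 of the 35 splits gave as many genes. The real split gave 945 genes, and the split of mature from pre-pit cells of both regions gave 2239; 17 of the 35 splits have both pools alike, and no other of them gave as many. Of the 2 other splits that keep every cluster whole, 1 gave as many, the one by maturation, and the median of the other splits was 0 genes.

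Pools K and T of dataset 2 differed in isthmus cells by 573 genes, as given above, of which 367 were called again without the plate with the fewest isthmus cells. In 1 of 100 splits of the 12 plates drawn from 462, the real one, as many genes were called, and the largest other split gave 14. A difference in the number and depth of cells is argued against as the whole cause. With 77 isthmus cells per plate drawn down to 20000 UMIs each, 265 genes were called, and 205 of them, 35.8% of the 573, were the same genes; the value lies between the outcomes written down for and against this cause, of which the upper was 50%, and drawing down also removes counts. The sex of the mice is argued against by the 4 Y chromosome genes, of which the largest difference was 0.20 on the log2 scale (*Kdm5d*). RNA from other cell types stays open. The 4 abundant pit transcripts were higher in pool K (camera p = 3.09e-05, median log2 fold change 0.41), while pit cells were no more frequent there, with 2.72% mature pit cells in pool K and 3.31% in pool T, within the spread of the plates. This list did not hold under the other list tests once adjusted, as given below, and isthmus cells also express these transcripts. Free RNA raises a gene only toward a higher level in its source. Of the 143 called genes with a log2 fold change beyond 0.5, 4 were higher in isthmus cells of the pool with more of the gene than in each of the 13 other clusters with at least 10 cells there, which is below the 28.65 false calls that 5% of 573 allows. These 4 are 2.80% of the 143, against 11.0% of all 11227 genes tested, so that this test does not exclude free RNA. The parietal list had a median log2 fold change of 0.35 toward pool K (p = 0.592), the pool with more parietal cells, 20.5% against 14.9%, and the chief list did not move (p = 0.561). The list of 14 genes of the dissociation response was higher in pool T as a set (camera p = 6.58e-31, median log2 fold change of pool K over pool T of -0.67), as were the heat shock genes (p = 1.57e-10, median -0.06). Of 12 lists tested, the dissociation list held with an estimated correlation (p = 0.00395) and fry (p = 8.35e-04), as did the heat shock list (4.70e-04 and 2.50e-05). The pit list had an unadjusted p of 0.0436 and 0.0137, and the respiratory chain list, lower in pool K (camera p = 1.54e-06), did not hold (0.302 and 0.107). Adjusted over the 12 lists by Benjamini-Hochberg, the camera p was 7.89e-30 for the dissociation, 9.40e-10 for the heat shock, 9.28e-05 for the pit and 6.15e-06 for the respiratory chain list, by fry 0.00501, 2.99e-04, 0.0550 and 0.214, and with an estimated correlation 0.0237, 0.00564, 0.175 and 0.553, so that the pit list passed only with the preset correlation. The ARP2/3 (camera p = 0.0896), ERK (0.185), NF-kB (0.198), small-intestine (0.863), Y chromosome (0.676) and proliferation (0.163) lists did not pass. *Egr1* (-0.58) and *Hspa1a* (-1.17) are members, named here after their values were seen. A different course of the tissue dissociation by the 2 operators is a candidate explanation for a part of the genes. The operator and the mice cannot be told apart here, because each pool has its own.

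Neck cells were divided between clusters 0, 2 and 7 in opposite proportions in the pools. Across 10642 genes with at least 500 UMIs, the difference of cluster 0 from clusters 2 and 7 within each pool was correlated with the difference of pool T from pool K in isthmus cells (Pearson's r = 0.411 for the mean of the pools, Spearman's rho = 0.250, and r of 0.373 within pool K and 0.397 within pool T). Genes are not independent replicates, so no p is given. The division of neck cells into these clusters may thus follow in part the same difference between the pools. The paper names clusters 0, 2 and 7 together as neck cells, and a difference between neck cells of the mice was not tested.

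*Hbegf* and *Tnfrsf12a*, which the paper takes as a ligand and a receptor in its signaling model, were higher in pool T in isthmus cells, with a log2 fold change of pool K over pool T of -0.65 and -0.56. Within each of the 12 plates, the isthmus cells were divided at the median of the summed dissociation list, which contains neither gene. In the upper part *Hbegf* was higher by 1.77 ± 0.33 on the log2 scale (SD, n = 12 plates) and *Tnfrsf12a* by 1.22 ± 0.24, in 12 of 12 plates each, above 99.9% and 98.8% of 1000 genes matched on expression. *Cebpb* (0.92 ± 0.26) and *Areg* (1.24 ± 0.88) were also higher in 12 of 12 plates. For these 4 of the 7 genes compared the exact permutation p was 4.88e-04, the smallest that 12 plates can give (Benjamini-Hochberg adjusted over the 7 genes, 8.54e-04). No such difference was found for *Tgfa* (0.03, 6 of 12 plates, exact permutation p = 0.752), *Egfr* (0.10, 8 of 12, exact p = 0.302) or *Btc* (-0.18, 8 of 12 lower, exact p = 0.0405, adjusted 0.0567). The levels of *Hbegf* and *Tnfrsf12a* in isthmus cells may therefore follow the dissociation response in part. The immediate-early genes of that list also respond to ERK and NF-kB signaling, so that a signal in the tissue, before dissociation, is not excluded.

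In mature pit cells of dataset 2 the pools were compared over 6 plates each, with 53 cells in pool K and 68 in pool T. Of 5390 genes, 59 were called, 46 of them higher in pool T, and 579 had an unadjusted p under 0.05. *Aqp3* was higher in pool T by 2.98 (standard error 0.49, Benjamini-Hochberg adjusted p = 0.00173, edgeR), with UMIs in 6 of 6 plates of pool T and 4 of 6 of pool K. The 100 genes most clearly higher in antrum than in corpus pit cells of dataset 1, of which 60 had enough counts, were higher in pool T as a list (camera p = 4.66e-24, fry p = 7.43e-07, higher for 50 of 60), and 11 of the 100 are also in the list of maturation below. Antrum pit cells in pool T are nevertheless argued against, because they would bring all their abundant transcripts. The share of antrum cells among the mature pit cells of pool T was computed with pool K taken as free of them. In corpus mature pit cells of dataset 1 the 3 abundant antrum genes *Krt7*, *Clca1* and *Fcgbp* were at or below 5% of their antrum level. These genes allow at most 1.94% of antrum cells. *Krt20*, *Aqp3*, *Ly6d* and *Areg*, picked after their values were seen, would need from 14.3% to 61.4%. Corpus mature pit cells of dataset 1 also had *Aqp3*, at 1.91 per 10000 UMIs against 3.68 in antrum mature pit cells, and *Areg*, at 0.735 against 1.29. The shares that *Aqp3* and *Areg* would need thus rest on the low level of pool K and measure no antrum share. *Hsd17b2* was picked too, but cannot decide this, with 0.970 per 10000 UMIs in antrum and 1.08 in corpus mature pit cells of dataset 1. The antrum list without genes that rise from pre-pit to mature pit cells moved less (camera p = 0.0331, fry p = 0.105, higher for 31 of 47), and the genes higher in the corpus were lower in pool T (p = 3.03e-07, lower for 73 of 95). More of the most mature cells in pool T is a candidate explanation, since the 100 genes most clearly higher in corpus mature pit than in pre-pit cells of dataset 1 were higher in pool T (camera p = 4.54e-45, fry p = 0.00101, higher for 84 of 88). Adjusted over the 6 lists tested, by Benjamini-Hochberg, the camera p of the antrum, corpus and maturation lists was 1.40e-23, 6.06e-07 and 2.72e-44 (fry 4.46e-06, 0.00326 and 0.00304), and that of the antrum list without maturation genes 0.0397 (fry 0.152). The dissociation list (p = 0.313) did not move, and the heat shock list was lower in pool T (p = 0.00579), but not by fry (p = 0.127). The last 2 lists of pit genes were added after the first had moved, and whether the pools differ in the tissue taken or in the mice was not tested.

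*Krt20*, which separated antrum from corpus pit cells in dataset 1, had 6 UMIs in mature pit cells of pool K and 315 in those of pool T. Antrum pit cells in pool T are argued against here as well. At the ratio of antrum mature pit cells of dataset 1, with 7.41 *Krt20* and 8.43 *Krt7* UMIs per 10000, the 1.08 per 10000 of *Krt20* in pool T would need 1.23 per 10000 of *Krt7*, and 0.223 was found, 18.2% of it. Corpus mature pit cells that express *Krt20* without *Krt7* stay as a hypothesis, and corpus mature pit cells of dataset 1 also had *Krt20*, at 0.847 per 10000 UMIs.

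*G530011O06Rik* and *Erdr1* ranked first and next by p among the genes that differ between the pools in isthmus cells, at 8.67 and -2.89 on the log2 scale of pool K over pool T. *G530011O06Rik* was at or below 3 UMIs in pool T in all 6 epithelial types, and at least 7.55-fold (mature pit) to 245-fold (isthmus) higher in pool K. *Erdr1* was higher in pool T by 3.34-fold in mature pit cells, from 5 and 21 UMIs, and by 6.55-fold (parietal) to 8.64-fold (pre-pit) in the others, at least 8.17-fold in chief cells. A difference in cell state or in the mix of cells is argued against for *G530011O06Rik* by the smallest bound, 7.55-fold; for *Erdr1* the 3.34-fold of mature pit cells is below the 4-fold set for this test. The genes lie next to each other on the X chromosome in the RefSeq annotation of GRCm38.p6, with 0 genes between them, and the nearest genes with enough UMIs, *Hccs* and *Arhgap6*, differed by 0.08 and 0.04. A variant of this locus in the mice of 1 pool, such as a different strain background, is a candidate explanation for these 2 genes. In the summed corpus and antrum epithelial types of dataset 1, *G530011O06Rik* had no UMI in either pool, and *Erdr1* 114 and 109. Reads of either gene could also be shared with copies elsewhere, which was not tested.

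Of the NF-kB targets, 3 were called lower in mature pit than in isthmus cells of dataset 2, as given above, *Nfkbia* among them. The dissociation list was lower in mature pit cells in the same contrast (camera p = 3.24e-04, fry p = 0.0241), but not with an estimated correlation (p = 0.310). Dissociation and NF-kB signaling cannot be told apart for these genes, because the same immediate-early genes respond to both and all cells were dissociated.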
